# Notch Signaling between Cerebellar Granule Cell Progenitors

**DOI:** 10.1523/ENEURO.0468-20.2021

**Published:** 2021-05-08

**Authors:** Toma Adachi, Satoshi Miyashita, Mariko Yamashita, Mana Shimoda, Konstantin Okonechnikov, Lukas Chavez, Marcel Kool, Stefan M. Pfister, Takafumi Inoue, Daisuke Kawauchi, Mikio Hoshino

**Keywords:** cerebellar granule cell progenitor, Notch signaling

## Abstract

Cerebellar granule cells (GCs) are cells which comprise over 50% of the neurons in the entire nervous system. GCs enable the cerebellum to properly regulate motor coordination, learning, and consolidation, in addition to cognition, emotion and language. During GC development, maternal GC progenitors (GCPs) divide to produce not only postmitotic GCs but also sister GCPs. However, the molecular machinery for regulating the proportional production of distinct sister cell types from seemingly uniform GCPs is not yet fully understood. Here we report that Notch signaling creates a distinction between GCPs and leads to their proportional differentiation in mice. Among Notch-related molecules, *Notch1*, *Notch2*, *Jag1*, and *Hes1* are prominently expressed in GCPs. *In vivo* monitoring of *Hes1*-promoter activities showed the presence of two types of GCPs, Notch-signaling ON and OFF, in the external granule layer (EGL). Single-cell RNA sequencing (scRNA-seq) and *in silico* analyses indicate that ON-GCPs have more proliferative and immature properties, while OFF-GCPs have opposite characteristics. Overexpression as well as knock-down (KD) experiments using *in vivo* electroporation showed that NOTCH2 and HES1 are involved cell-autonomously to suppress GCP differentiation by inhibiting NEUROD1 expression. In contrast, JAG1-expressing cells non-autonomously upregulated Notch signaling activities via NOTCH2-HES1 in surrounding GCPs, eventually suppressing their differentiation. These findings suggest that Notch signaling results in the proportional generation of two types of cells, immature and differentiating GCPs, which contributes to the well-organized differentiation of GCs.

## Significance Statement

This study is the first to succeed in visualization of Notch signaling *in vivo* during cerebellar development. Granule cell progenitors (GCPs) in the outermost layer of the developing cerebellum are a seemingly homogenous cell population, but this study revealed two types of GCPs; more proliferative Notch-ON-GCPs and more differentiative Notch-OFF-GCPs, the latter of which gradually give rise to postmitotic GCs. Our experiments suggest that NOTCH2 and HES1 are involved cell-autonomously to suppress GCP differentiation by inhibiting NEUROD1 expression. In contrast, JAG1-expressing cells non-autonomously upregulated Notch signaling activities via NOTCH2-HES1 in surrounding GCPs, suppressing their differentiation. This study gives new insights into the mechanisms controlling the differences within homogenous cell populations that direct proper and coordinated cell differentiation.

## Introduction

Notch signaling is one of the most important signaling pathways involved in many aspects of life (Tsakonas et al., 1999; Andersson et al., 2011). It is mainly known for the intercellular signaling between “signal-sending cells,” which present the Notch ligand on their cell surfaces and “signal-receiving cells,” which present the Notch receptor (Tsakonas et al., 1999; Andersson et al., 2011). Once the ligand binds to the receptor, the downstream intracellular pathway is activated in the Notch receptor-presenting cells, upregulating expression of *Hes* and *Hey* family transcription factors, and subsequently affecting the binary cell fate of adjacent cells (Tsakonas et al., 1999; Andersson et al., 2011).

Notch signaling molecules were first identified as neurogenic genes in *Drosophila* via systemic genetic screening by the Campos-Ortega group (Lehmann et al., 1983). They identified *Notch*, *δ*, *master mind*, *Enhancer of Split*, which later turned out to constitute a very important signaling pathway, the “Notch signaling pathway.” In *Drosophila* embryogenesis, neuroectodermal cells stochastically differentiate into epidermal cells and neuroblasts in the ratio of 4:1 (Campos-Ortega and Hartenstein, 1985). However, if a neurogenic gene is disrupted, all neuroectodermal cells differentiate into neuroblasts (Lehmann et al., 1983; Tsakonas et al., 1999). This observation led to the notion that neurogenic genes (or Notch signaling) are involved in “lateral inhibition,” by which only a limited number of cells can differentiate into a neural lineage whereby the rest go to an epidermal lineage. Thus, the Notch signaling machinery or lateral inhibition system enables uniform cells to differentiate proportionally into different cell types.

Since then, numerous studies on Notch signaling have identified identical or similar genes in vertebrates, including *Notch1-4*, *Dll1,2,4*, *Jag1,2*, *Maml1,2,3*, *Hes1-7*, and *Hey1,2* (Kageyama et al., 2007; Andersson et al., 2011). Notch signaling is involved in various developmental events in various tissues, including the nervous system not only in invertebrates but also in vertebrates (Louvi and Tsakonas, 2006). For example, Notch signaling is involved in the production of neurons and neural progenitors from radial glia of the mammalian cerebral cortex, precisely regulating the ratio of sister radial glia and sister neuronal cells (Shitamukai et al., 2011). Thus, it is believed that one of the important functions of Notch signaling is to generate different types of cells from uniform cells, which may be the universal basis for the development of multicellular organisms that originated from a single cell, that is, an oocyte or an egg.

The cerebellum contains a tremendous number of granule cells (GCs) that comprise over 50% of the neurons in the entire nervous system (Williams and Herrup, 1988). Numerous GCs enable the cerebellum to properly regulate motor coordination, motor learning, and consolidation, in addition to cognition, emotion and language (Lackey et al., 2018). GC progenitors (GCPs) are mitotic cells located in the outer external GC layer (oEGL) of the developing cerebellum (Chizhikov and Millen, 2003). Although GCPs in the oEGL seem to be uniform, they divide to produce two types of sister cells, GCPs and GCs (Yang et al., 2015). GCs generated from GCPs move to the inner EGL (iEGL) and then migrate radially through the molecular layer (ML) to reach the inner GC layer (IGL; Schilling, 2018). The proportion of sister GCPs and GCs is thought to be precisely regulated at each developmental stage (Miyashita et al., 2017). Disruption of this regulation may cause a smaller cerebellum as observed in cerebellar hypoplasia (Basson and Wingate, 2013). It may also lead to generation of SHH subgroup medulloblastoma, a tumor derived from GCPs (Goodrich et al., 1997).

Several reports have suggested expression of some Notch related molecules in GCPs/GCs (Tanaka et al., 1999; Irvin et al., 2001, 2004; Solecki et al., 2001; Stump et al., 2002; Tanaka and Marunouchi, 2003; Eiraku et al., 2005). The Solecki group showed that overexpression of NOTCH2 and HES1 suppressed the differentiation of GCs as was estimated by neurite length in cultured GCPs/GCs as well as cerebellar explant (Solecki et al., 2001). However, there have been no studies that directly observed Notch signaling between GCPs or that showed the significance of Notch signaling between GCPs for GC development.

In this study, we identified Notch signaling molecules that are abundantly expressed in GCPs. Furthermore, we succeeded in classifying GCPs into Notch-ON and -OFF cells, the former of which are more immature and proliferative, whereas the latter are less proliferative and more differentiated. Intercellular interaction of JAG1 and NOTCH2 increase HES1 expression in NOTCH2-expressing cells, which eventually drive the cells to be Notch-ON cells. NOTCH2 and HES1 are autonomously involved in keeping GCPs in a proliferative state, while JAG1-expressing cells had similar effects non-autonomously. We also found that HES1 suppresses the expression of NEUROD1, an important factor that promotes GC differentiation, suggesting that Notch-signaling causes GCPs to remain in a proliferative state by suppressing NEUROD1 expression. This study reveals a new function of Notch signaling in GC development and provides insights into the machinery underlying how different cell types are proportionally generated from uniform cells.

## Materials and Methods

### Animals

All mouse experiments were approved by the Animal Care and Use Committee of the National Institute of Neuroscience, Japan. Mice were housed in SPF conditions and maintained on a 12/12 h light/dark cycle with free access to food and water. ICR pups were obtained from SLC. In all analyses, we used pups without identifying the sex of each animal.

### Quantitative PCR (qPCR)

GCP isolation and qPCR was performed as previously described (Kutscher et al., 2020). In brief, 5 million GCPs were plated per well in a six-well plate and cultured for 48 h with or without 200 mm smoothened agonist (SAG, Merck). GCPs were harvested and cDNA was generated with Superscript IIkit (Invitrogen). Relative gene expression was compared with the geometric mean of *Hrpt1*, *Rpl27*, and *Rer1* (Thomas et al., 2014). The primer sequences used are as following:

*Hrpt1*: CAAACTTTGCTTTCCCTGGT and TCTGGCCTGTATCCAACACTTC,

*Rpl27*: AAGCCGTCATCGTGAAGAACA and CTTGATCTTGGATCGCTTGGC,

*Rer1*: GCCTTGGGAATTTACCACCT and CTTCGAATGAAGGGACGAAA,

*Ccnd2*: GAGAAGCTGCCCTGATCCGCA and CTTCCAGTTGCAATCATCATCGACG,

*Notch1*: GCTGCCTCTTTGATGGCTTCGA and CACATTCGGCACTGTTACAGCC,

*Notch2*: CCACCTGCAATGACTTCATCGG and TCGATGCAGGTGCCTCCATTCT,

*Notch3*: GGTAGTCACTGTGAACACGAGG and CAACTGTCACCAGCATAGCCAG,

*Notch4*: GGAGATGTGGATGAGTGTCTGG and TGGCTCTGACAGAGGTCCATCT,

*Hes1*: GGAAATGACTGTGAAGCACCTCC and GAAGCGGGTCACCTCGTTCATG,

*Hes5*: CCGTCAGCTACCTGAAACACAG and GGTCAGGAACTGTACCGCCTC,

*Jag1*: TGCGTGGTCAATGGAGACTCCT and TCGCACCGATACCAGTTGTCTC,

*Jag2*: CGCTGCTATGACCTGGTCAATG and TGTAGGCGTCACACTGGAACTC,

*Dll1*: GCTGGAAGTAGATGAGTGTGCTC and CACAGACCTTGCCATAGAAGCC,

*Dll3*: CCAGCACTGGATGCCTTTTACC and ACCTCACATCGAAGCCCGTAGA,

*Dll4*: GGGTCCAGTTATGCCTGCGAAT and TTCGGCTTGGACCTCTGTTCAG.

### Plasmids

Expression vectors of HES1, 5, JAG1, and NEUROD1, and sh vectors for *Notch1*, *Notch2*, *Hes1*, *Hes5*, *Jag1*, and *NeuroD1* were constructed as previously reported (Kawauchi et al., 2006). All cloned expression fragments were inserted into a pCAGGS vector (GE Healthcare). The primers sequences, used for cloning are, for HES1: 5′-ATGCCAGCTGATATAATGG-3′ and 5′-TCATCCTCTGGTCCGCT-3′, HES5: 5′-ATGGCCCCAAGTACCGT-3′ and 5′-TCATCCTCTGGTCCGCT-3′, JAG1: 5′-TCCACGGAGTATATTAGAGCC-3′, 5′-GCTAGCACACTCATCGATG-3′, 5′-AACCCCTGCTTGAATGGG-3′and 5′-CTATACGATGTATTCCATCCGGTT-3′, and NEUROD1: 5′-ATGACCAAATCATACAGCGA-3′ and 5′-CTAATCGTGAAAGATGGCAT-3′. sh vectors were generated by inserting the double-stranded oligonucleotides into a mU6 pro vector. The targeting sequence for each vector was designed by siDirect 2.0 (Naito et al., 2009). Sequences are, *Notch1*: #1 5′-AAGGTGTATACTGTGAAATCAAC-3′, #2 5′-CTGTAACAGTGCCGAATGTGAGT-3′, *Notch2*: #1 5′- AGGCCTTAATTGTGAAATTAATT-3′, #2 5′-GAGGTGATAGGCTCTAAGATATT-3′, *Hes1*: #1 5′-GAGGCGAAGGGCAAGAATAAATG-3′, #2 5′-TTGGATGCACTTAAGAAAGATAG-3′, *Hes5*: #1 5′-CCGCATCAACAGCAGCATAGAGC-3′, #2 5′-CCGTCAGCTACCTGAAACACAGC-3′, *NeuroD1*: #1 5′-GCCTAGAACGTTTTAAATTAAGG-3′, #2 5′-TGGCAACTTCTCTTTCAAACACG-3′. pCAG-H2BGFP vectors and pCAG-mCherry were a gift from N. Masuyama. p*Hes1*-d2GFP, p*Hes5*-d2GFP and *Hes1*p-venus vectors were gifts from R. Kageyama (Kohyama et al., 2005; Ohtsuka et al., 2006). pCAG-H2B-BFP (pTagBFP-H2B) was purchased from evrogen (catalog #FP176). Coding region of *Hes1* or *Hes5* was inserted into a pEGFP-N3 vector to generate HES1-fusion-GFP and HES5-fusion-GFP vectors.

### Antibodies and immunohistochemistry

Detailed protocols for immunohistochemistry were described previously (Seto et al., 2014). Briefly, neonatal mice were fixed with 4% PFA and embedded with O.C.T compound (Sakura Finetek). Frozen brains were sagittally sectioned into 18-μm slices with a cryostat (CM3050 S; Leica). Cryosections were incubated at room temperature with 1% normal donkey serum containing 0.2% PBST (blocking solution) for 1 h. After blocking, sections were incubated with primary antibodies diluted with blocking solutions at 4° for 16 h. The following primary antibodies were used, goat anti-Notch1 (1:500; sc-6015; Santa Cruz Biotechnology), goat anti-Notch2 (1:500; sc-7423; Santa Cruz Biotechnology), rabbit anti-Jagged1 (1:500; ab7771; Abcam), chicken anti-GFP (1:1000; GFP-1010; Aves), rabbit anti-RFP (1:500; PM005; MBL; RFP antibody was used to enhance CAG-mCherry signals), rabbit anti-Atoh1 (1:200; Yamada et al., 2014), rat anti-Ki67 (1:500; 14-5698-82; eBioscience), rabbit anti-Pax6 (1:500; PRB-278P; BioLegend), and goat anti-NeuroD (N-19; 1:200; sc-1084; Santa Cruz Biotechnology). Subsequently, slides were rinsed with PBS and incubated with secondary antibodies conjugated with Alexa Fluor 488, Alexa Fluor 568, or Alexa Fluor 647 (1:400; Abcam) and DAPI (25 μg/ml; Invitrogen) in blocking buffer in PBS at room temperature for 2 h. Slides were rinsed with PBS again and mounted with Permafluor.

### *In vivo* electroporation

*in vivo* electroporation to neonatal mice was described previously (Owa et al., 2018). Expression plasmids were diluted to 1 μg/μl, shRNAs to 2 μg/μl and fluorescent protein vectors to 0.5 μg/μl in milliQ. p*Hes1*-d2GFP, p*Hes5*-d2GFP and *Hes1*p-venus vectors were diluted to 1 μg/μl in milliQ. Fastgreen was added to visualize the plasmid solution. Pups were anesthetized on ice before electroporation; 10-μl plasmid solutions were injected into P5 or P6 ICR cerebella over the skull. Electric pulses (50 ms in duration, 80 V, seven times) were delivered to mice with 150-ms interval using forceps-type electrodes (NEPA gene). The pups were kept warm at 37° until recovered and returned to the litter. Pups were fixed a few days after electroporation as indicated. For “double electroporation” experiments (Fig. 9*A–C*), pups were temporarily returned to the litter after the first electroporation and the procedure was repeated 6 h later. In Figure 9*D–F*, EdU (10 mg/ml) diluted in PBS (50 mg/kg, 20 μl total volume) was introduced by intraperitoneal injection immediately following electroporation.

### Slice culture and time lapse imaging

Cerebellar slice culture was prepared as previously reported (Owa et al., 2018). Electroporated postnatal day (P)6 or P7 mouse cerebella were sliced into 250-μm sagittal sections with a vibratome. Slices were cultured at 37° for 6 h, and time lapse imaging was taken with a confocal microscope, FV3000 (Olympus). Pictures were taken every 5 min. In Figure 2*D-F*, 1 μl DMSO or γ secretase inhibitor RO4929097 (5 nm, Selleck) were added to the medium just before the imaging.

### Image acquisition and quantification

All images were acquired from midline vermis region of Lobules IV–VI with confocal microscopy, LSM780 (Carl Zeiss) and FV3000 (Olympus). Acquired images were analyzed with ImageJ (RSB). The analyses to calculate the rate of undifferentiated states of GCPs were done by using the “Cell counter in Plugins” in ImageJ. All of the GFP (or mCherry)-positive cells in EGL, ML, and IGL were included in the analyses. The analyses to quantify the protein level of GFP and mCherry in Figure 3, and NEUROD1 in Figure 10, were done by using “Measures in Analyze” in ImageJ. The NEUROD1 brightness of GFP negative cells located in the next to GFP-positive cells were used as control.

### Cell culture and transfection

Cell culture and transfection were performed as previously reported (Miyashita et al., 2020). Neuro2a (N2a) cells were cultured in DMEM containing 10% FBS and 100 U/ml penicillin-streptomycin. Five million cells were plated per well in a six-well plate and 24 h after the passage, transfection was performed with transfectin reagent (Bio-Rad); 1 μg expression vector plasmid DNA and 2 μg sh plasmid DNA were introduced in each well.

### Western blotting

N2a cells were harvested 48 h after the transfection. Detailed protocols of western blotting were described previously (Shiraishi et al., 2019). Membranes were incubated with primary antibodies at 4° overnight. The following primary antibodies were used, rabbit anti-β-actin (1:1000; MBL), rabbit anti-GFP (1:2000; MBL-598; MBL), and rabbit anti-Jagged1 (1:1000; ab7771; Abcam). After membranes were incubated with secondary antibodies at room temperature for 1 h, HRP substrate (Millipore) was added and immuno-signals were detected by LAS4000 (Fujifilm). In quantification, all of the targeted proteins expression levels are normalized by the expression level of β-actin.

### Smart-Seq [single-cell RNA sequencing (scRNA-seq)]

Cells were prepared from P7 cerebella using Percoll density gradient centrifugation as described previously (Kawauchi et al., 2012) followed by capturing the cells using the C1 Fluidigm systems with 96-well chips. The total RNAs were extracted from single sorted cells and the library was prepared for the subsequent RNAseq.

### Data processing for scRNA-seq data

The sequencing reads were aligned to mm10 reference using STAR 2.4.1d (Dobin et al., 2013). Gene expression counts per cell were computed with HTseq-count tool 0.6.1 (Anders et al., 2015). Quality control for the alignments was performed with Qualimap v2.2.1 (Okonechnikov et al., 2016). The computed counts were further processed with Seurat v3 as described (Stuart et al., 2019). All cells belonging to the cluster 0 (Fig. 4*D*,*F*) were categorized by *Notch2* expression to *Notch2*-positive-cells (*Notch2 *>* *0) and *Notch2*-negative-cells (*Notch2 *=* *0). Differentially expressed genes (DEG) between *Notch2*-positive-cells and *Notch2*-negative cells were determined with DESeq2 (Love et al., 2014). Genes with adjusted *p* < 0.01 were defined as DEGs (582 upregulated, 74 downregulated).

Unchanged genes were selected from genes with adjusted *p* > 0.05. GSEA analysis was performed with the identified DEGs against NOTCH-REACTOME dataset (Molecular Signatures Database v7.1, M10189, Signaling by NOTCH). DAVID was used to conduct the Gene Ontology (GO) analysis (https://david.ncifcrf.gov).

### Data availability statement

scRNA-seq data used in this study were available in Gene Expression Omnibus (GSE153313).

### Code availability

All the codes used in this study are available from the lead contact ().

### Statistical analyses

Individual animals or trials are regarded as biological replicates. All controls were prepared under the same experimental conditions. All data are presented as mean ± SEM. Statistical tests were performed by Student’s *t* test and one-way ANOVA with Bonferroni’s *post hoc* test; *p* values were represented as; N.S. for *p* > 0.05; *p < 0.05, **p < 0.01, ***p < 0.001.

## Results

### Expression of Notch-related molecules in cerebellar GCPs

Previously, several studies reported that Notch signaling-related molecules were expressed in the cerebellar EGL (Tanaka et al., 1999; Irvin et al., 2001, 2004; Solecki et al., 2001; Stump et al., 2002; Tanaka and Marunouchi, 2003; Eiraku et al., 2005). However, in all cases, no discrimination was made between the expression in GCPs and GCs. Therefore, we isolated GCPs from cerebella at P6 according to our method (Kutscher et al., 2020) and cultured them for 2 d with or without SAG, an activator of SHH signaling. Under this condition, SAG-treated and non-treated cells possess characteristics very similar to those of GCPs and GCs, respectively (Kutscher et al., 2020). Consistently, *Ccnd2*, known as a mitotic GCP marker, were expressed highly in SAG-treated cells, and expressed very low in non-treated cells (Fig. 1*A*,*B*). We performed quantitative RT-PCR (qPCR) to determine the expression of Notch signaling-related genes. In SAG-treated cells, or GCP-like cells, *Notch1*, *Notch2*, *Hes1*, and *Jag1* were all prominently expressed while expression of *Notch3*, *Notch4*, *Hes5*, *Jag2*, *Dll1*, *Dll3*, and *Dll4* were low (Fig. 1*C*). In SAG-non-treated cells, we observed considerable expression of *Notch1*, *Notch2*, *Hes5*, and *Jag2* (Fig. 1*D*). Because our aim was to investigate the importance of Notch signaling among GCPs in the EGL, we focused on *Notch1*, *Notch2*, *Hes1*, and *Jag1* in this study. Next, we performed immunostaining with antibodies against NOTCH1, NOTCH2, and JAG1 on P6 cerebellum along with KI67, a marker for mitotic cells. NOTCH1, NOTCH2, and JAG1, exhibited honeycomb-like staining signals in the oEGL and iEGL (Fig. 1*E–G*), suggesting that those membrane proteins were expressed by GCPs and GCs in the developing cerebellum.

**Figure 1.**
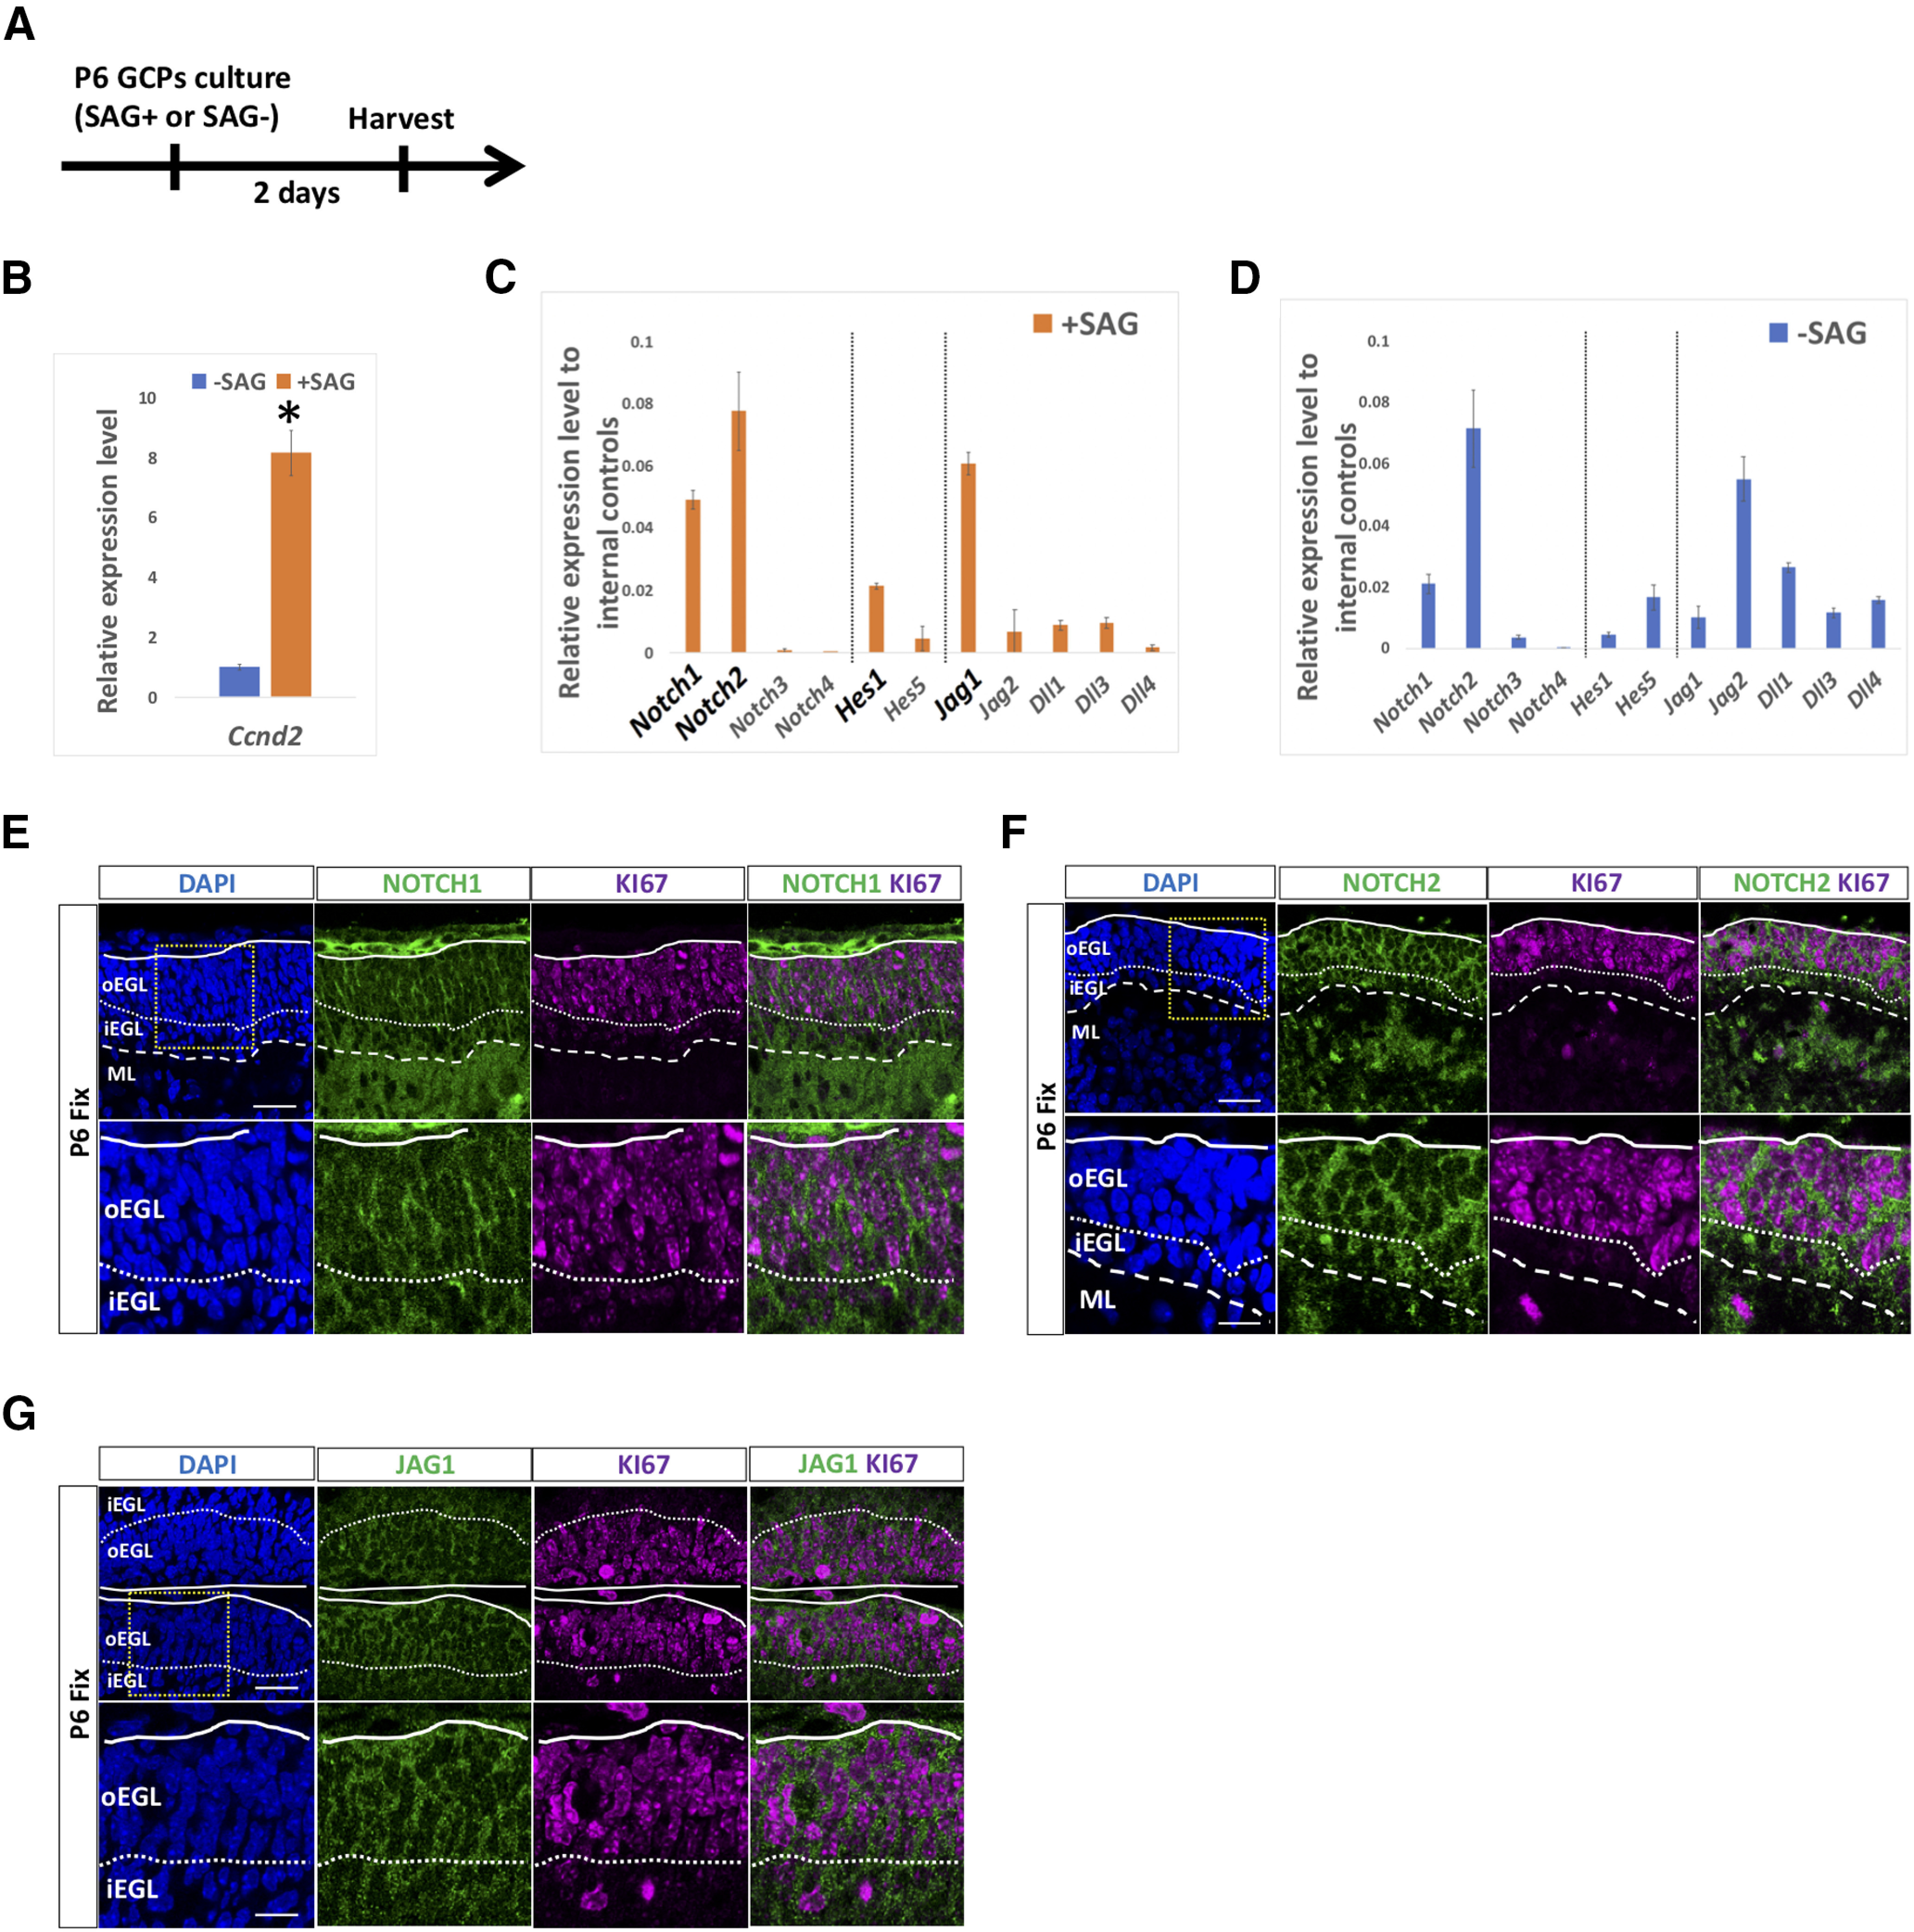
Expression of Notch signaling molecules in cerebellar GCPs. ***A–D***, Gene expression of Notch receptors (*Notch1,2,3,4*), Hes family genes (*Hes1,5*), and ligands (*Jag1,2, Dll1,3,4*) was estimated by quantitative RT-PCR using GCP-like (SAG+) or GC-like (SAG–) cells that were purified from P6 cerebella (***A***). *Hrpt1*, *Rpl27*, and *Rer1* were used as internal controls (***C***, ***D***). *Ccnd2* expression is a marker of GCPs used to monitor the culture conditions (***B***). Data are shown as mean ± SEM; *p < 0.05, Student’s *t* test. ***E–G***, Immunostaining with indicated antibodies on sagittal cerebellar sections. Sections were co-stained with DAPI, a nuclear marker. Within the EGL, nearly all Ki67-positive cells are GCPs (Chizhikov and Millen, 2003; Yang et al., 2015; Schilling, 2018). Lobule IV/V or VI is shown. Differences were not observed as to their expression along an anterior-posterior axis. Scale bars: 30 and 15 μm (***E–G***).

### Notch2-Hes1 signaling is active in the EGL

Given that some Notch-related molecules were expressed in GCPs in the developing cerebellum, we tried to monitor Notch signaling activities in GCPs in the EGL. To this end, we used vectors, p*Hes1*-d2GFP and p*Hes5*-d2GFP, which were designed to express short half-life GFP (d2GFP) under the control of *Hes1* and *Hes5* promoters, respectively (Ohtsuka et al., 2006). We performed *in vivo* electroporation (Owa et al., 2018; Chang et al., 2019) with p*Hes1*-d2GFP or p*Hes5*-d2GFP plus an mCherry-expressing vector (pCAG-mCherry) on GCPs in the EGL at P5 and fixed electroporated cerebella 3 d after electroporation. While p*Hes1*-d2GFP gave rise to significant signals in the EGL, signals for p*Hes5*-d2GFP were barely observed (Fig. 2*A–C*). This discrepancy in the promoter activities of *Hes1* and *Hes5* in the EGL is consistent with that of the levels of expression strength of *Hes1* and *Hes5* in SAG-treated cells (Fig. 1*C*).

**Figure 2.**
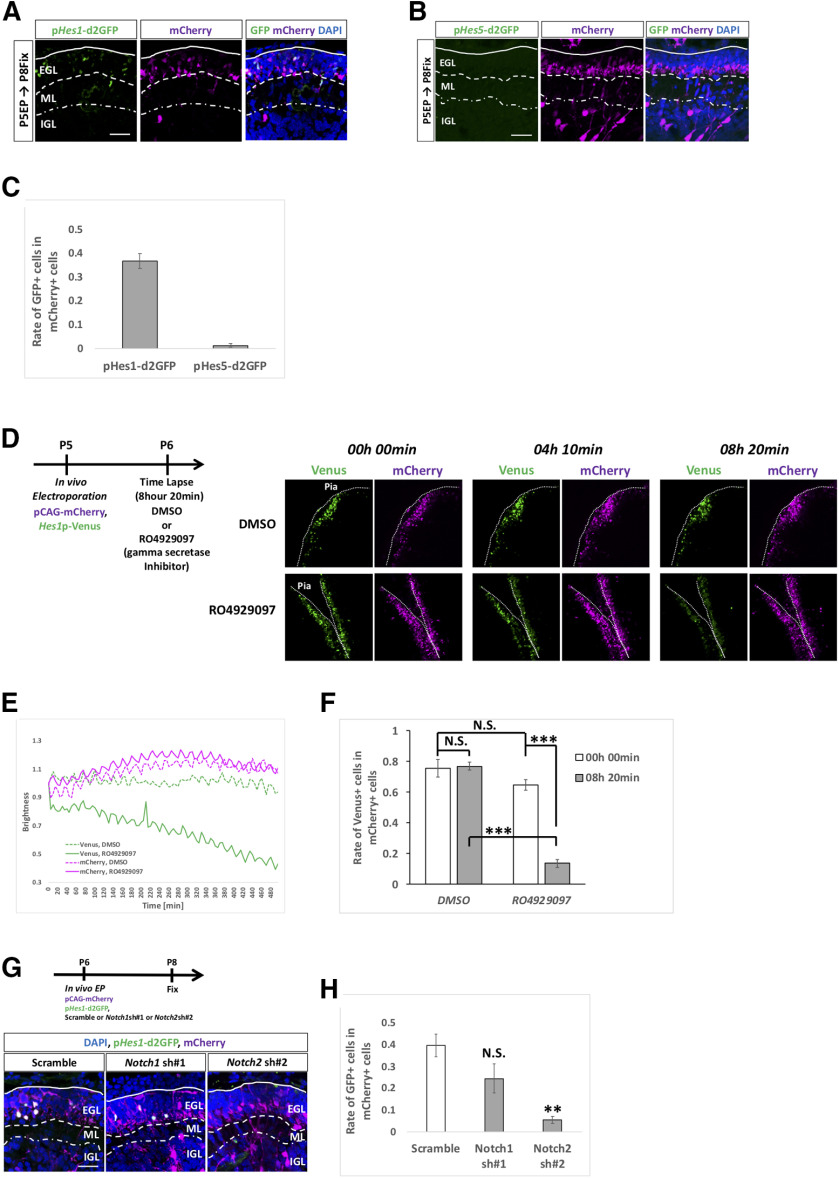
Hes1 promoter activity in EGL is reduced by a γ secretase inhibitor and Notch2 KD. ***A–C***, To check the activities of *Hes1* and *Hes5* promoters, p*Hes1*-d2GFP (***A***) and p*Hes5*-d2GFP (***B***) were electroporated into P5 EGL with pCAG-mCherry vector. In the EGL, only *Hes1* promoter activities were detected (***A***–***C***). Rates of GFP-positive cells in mCherry+ cells were calculated (***C***). Animal numbers: *N* = 7 for p*Hes1*-d2GFP and *N* = 3 for p*Hes5*-d2GFP. Scale bars: 30 μm (***A***, ***B***). ***D–F***, p*Hes1*-Venus and pCAG-mCherry were electroporated to P5 mouse, followed by slice culture at P6 (***D***). Time lapse images were taken for 8 h 20 min in the presence of RO4929097 (γ secretase inhibitor) or control DMSO that were administered at the start of the time lapse. Decline of the Venus brightness and rate of the Venus-positive cells in mCherry+ cells were observed only in the RO4929097 treated slices (***D–F***). Scale bars: 80 μm (***A***). Data are shown as mean ± SEM; ***p < 0.001, one-way ANOVA with Bonferroni’s *post hoc* test. Animal numbers: *N* = 3 for DMSO and RO4929097. ***G***, ***H***, p*Hes1*-d2GFP and pCAG-mCherry were electroporated with indicated KD vectors to P6 cerebella, followed by fixation at P8. KD for *Notch2* but not for *Notch1* reduced the rates of GFP+ cells in mCherry+ cells. Animal numbers: *N* = 4 for *Notch1* sh#1 and *Notch2* sh#2. Scale bars: 30 μm (***F***). Data are shown as mean ± SEM; **p < 0.01, Student’s *t* test.

We next tried to confirm whether this *Hes1* promoter activity in the EGL is under the control of Notch signaling. For this purpose, we performed time lapse observation of cerebellar slices containing a *Hes1* promoter monitoring vector in the presence or absence of RO4929097. RO4929097 is a specific γ secretase inhibitor that prevents the cleavage of Notch intracellular domain (NICD), leading to inhibition of its downstream signaling cascades (Luistro et al., 2009). Of note, we used p*Hes1*-Venus instead of p*Hes1*-d2GFP because of requirement of stronger fluorescence signals during time-lapse recordings (Kohyama et al., 2005). We electroporated p*Hes1*-Venus plus pCAG-mCherry to P5 cerebella, generated cerebellar slices at P6 and performed time lapse observations in the presence or absence of RO4929097 for >8 h (Fig. 2*D–F*). The kinetics of the fluorescence intensities clearly showed that RO4929097 gradually but dramatically decreased the Venus intensity reflecting *Hes1* promoter activity, while the Venus intensity was not changed in control (DMSO application) slices during the recordings (Fig. 2*D*,*E*). Also, the rate of Venus-positive cells in mCherry+ cells were dramatically decreased only in the RO4929097 applied slices (Fig. 2*D*,*F*).

These results suggest that fluorescence signals for the *Hes1* promoter in the EGL are regulated by Notch signaling.

Among Notch family genes, *Notch1* and *Notch2* were strongly expressed in GCP-like cells (Fig. 1*C*) and in the EGL (Fig. 1*E*,*F*). Therefore, we aimed to identify which Notch gene is responsible for the *Hes1* promoter activity in the EGL. For this purpose, we electroporated short hairpin (sh)-RNAs for *Notch1* or *Notch2* plus p*Hes1*-d2GFP and pCAG-mCherry into P6 cerebella and fixed them at P8 (Fig. 2*G*). Counting GFP-positive cells in mCherry+ cells showed that knock down (KD) of *Notch2* significantly downregulated the *Hes1* promoter activity, while KD of *Notch1* did not (Fig. 2*G*,*H*), suggesting that Notch2-Hes1 signaling is active in the EGL during cerebellar development.

### Notch signaling-ON and signaling-OFF GCPs in the oEGL

We electroporated with p*Hes1*-d2GFP and pCAG-mCherry into P5 EGL and immunostained cerebellar samples at P8 with KI67. Interestingly, among electroporated (mCherry-expressing) cells, GFP-positive cells were more mitotic (KI67-positive) than GFP-negative cells (Fig. 3*A*,*B*). This suggests that *Hes1*-promoter active cells tend to remain as proliferating GCPs in the oEGL compared with the negative cells for that activity. In the same experiment, we quantified the fluorescence intensity of GFP in each GCP (KI67-positive cell) in the oEGL (Fig. 3*C–E*). Surprisingly, the fluorescence intensities for GFP exhibited a clear bimodal distribution (Fig. 3*D*,*E*), while those for control mCherry appeared unimodal (Fig. 3*E*). This suggests that GCPs in the oEGL comprise two types of cells, ON and OFF cells, for Notch2-Hes1 signaling.

**Figure 3.**
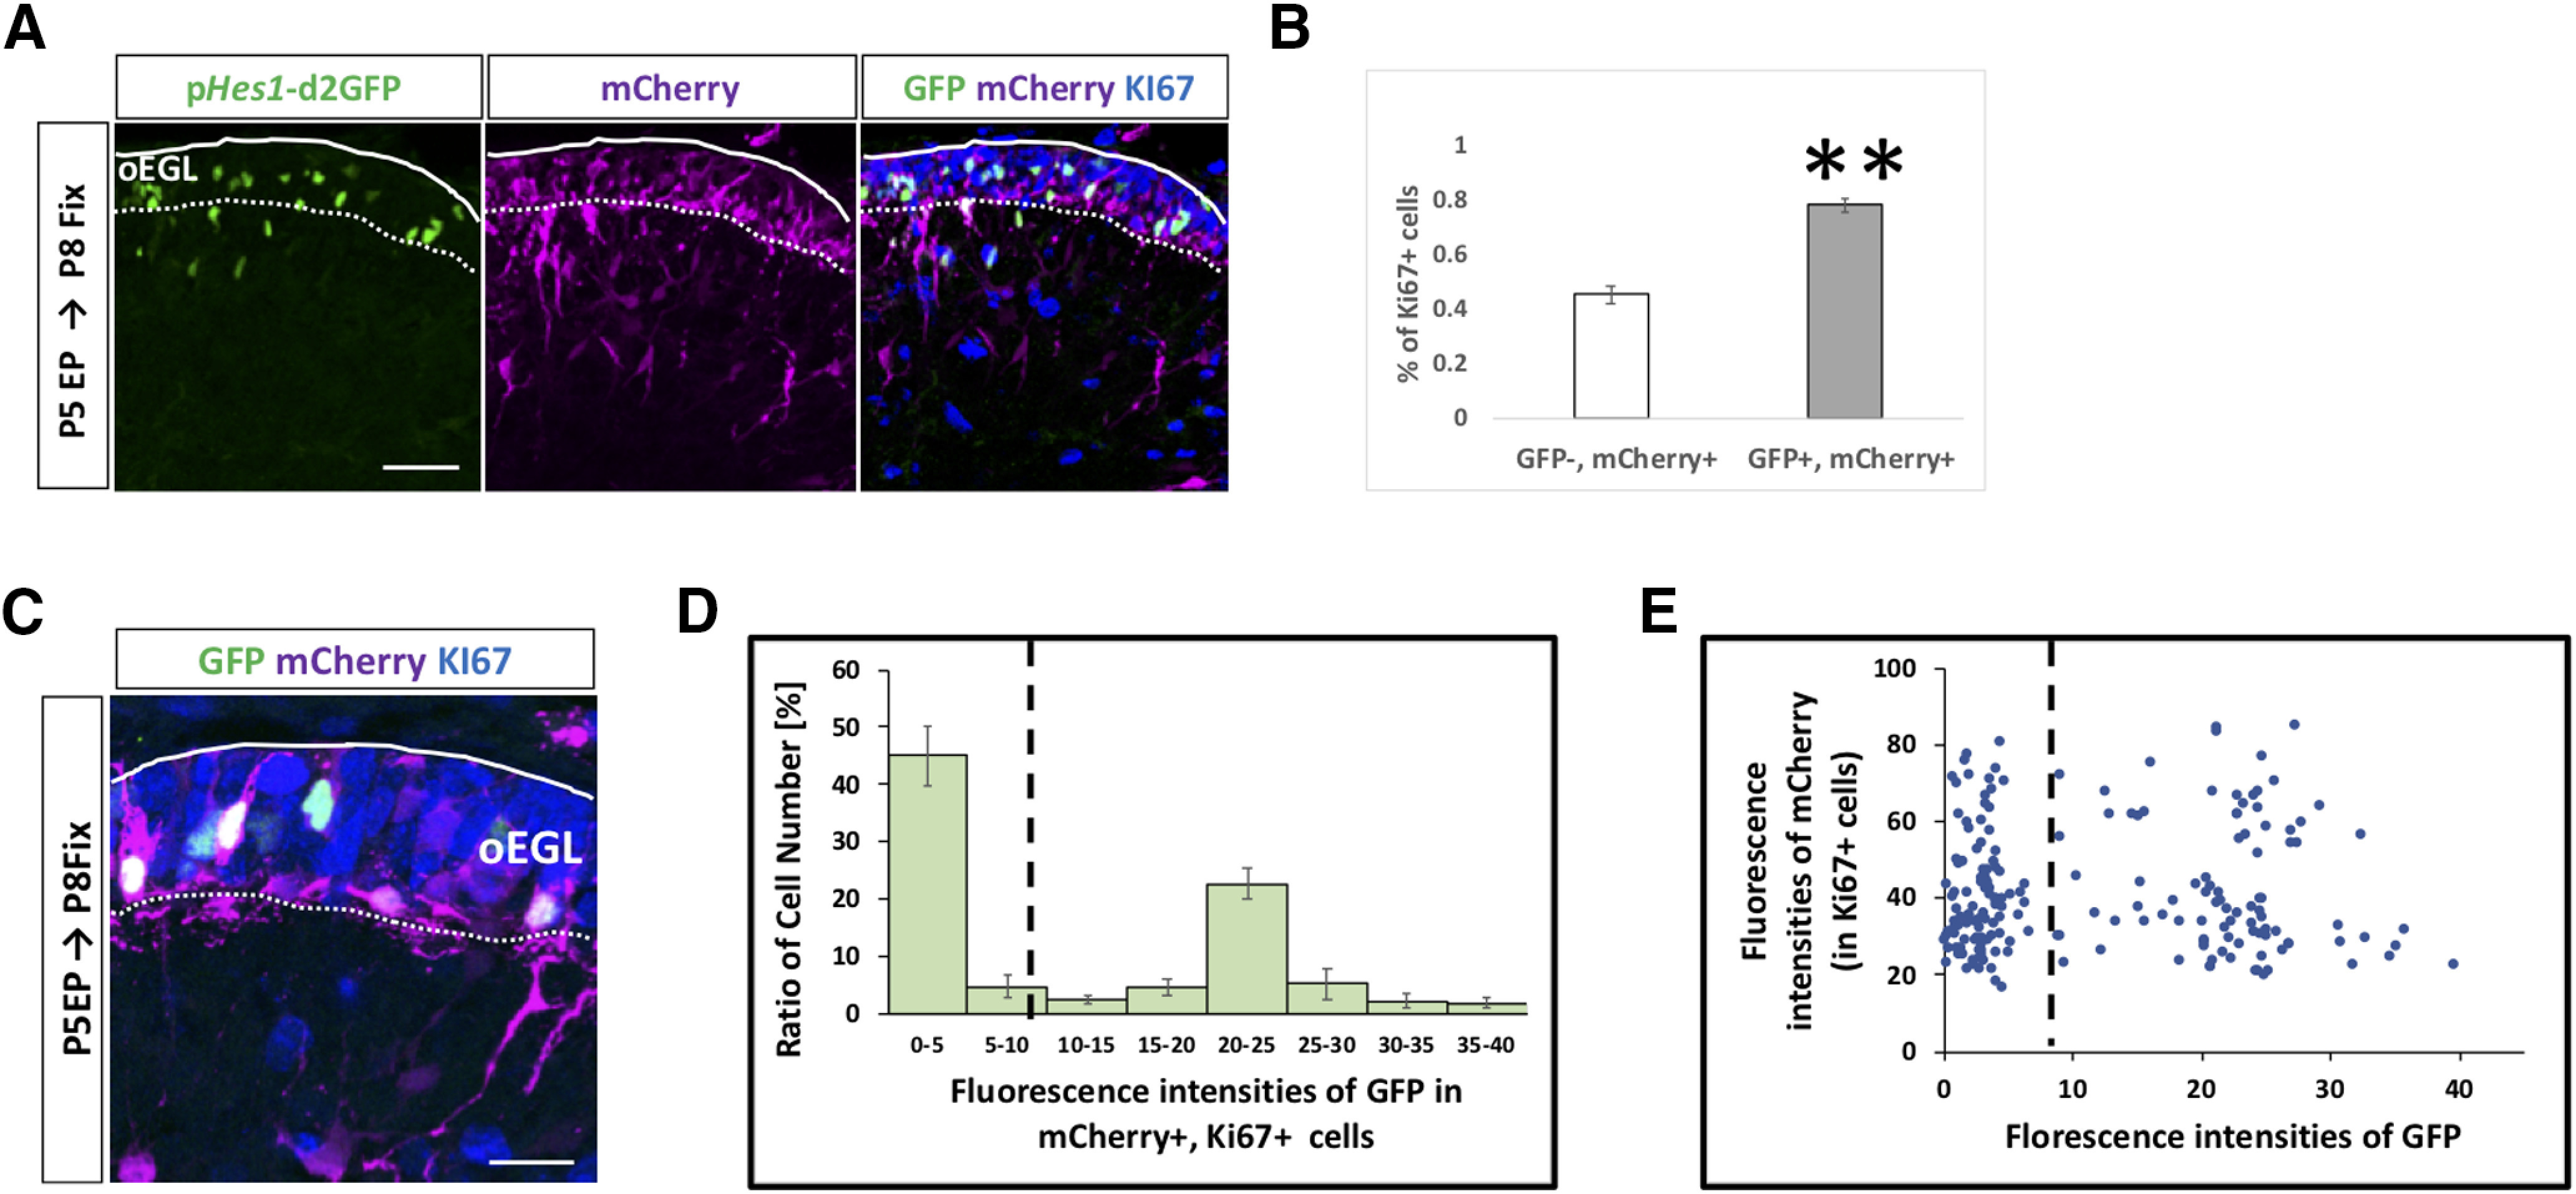
GCPs are divided into two subgroups Notch signaling ON and OFF cells *in vivo*. ***A–E***, *Hes1* promoter activity was stronger in GCPs than GCs (***A***, ***B***). Heterogeneity was observed in *Hes1* promoter activities among (KI67-positive) GCPs in the oEGL (***C–E***). The dashed line represents the threshold of intensity visible by eye (***D***, ***E***). Animal numbers: *N* = 3 for the analysis of ***B*** and *N* = 7 for ***D,E***. Scale bars: 45 μm (***A***) and 20 μm (***C***). Data are shown as mean ± SEM; **p < 0.01, Student’s *t* test.

Next, we performed scRNA-seq on primary GCPs collected from P7 cerebella using the Smart-seq technology. 

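Cells of the GCP preparation were captured one by one on C1 Fluidigm chips, and each cell gave its own Smart-seq library, made by amplifying cDNA copied from its RNA. The authors aligned the reads to mm10 with STAR and deposited the number of reads that HTSeq-count placed on each gene in each cell, without normalization. The table covered 109 cells and 15973 genes listed by symbol, each with a count in at least 3 cells. The sample labels divided the cells into 6 library groups of 18 or 19 cells. The paper's text does not say whether these library groups are its batches. Total counts ranged from 15071 to 8616017 per cell, with a median of 3604792. The lowest total belonged to 1 cell of library group 4, and the next lowest was 1110182. Median totals of the library groups ran from 2442200 in group 4 to 4290792 in group 6. Between 2771 and 13533 genes were detected per cell, with a median of 4312. In 2 cells, 13533 and 12684 genes were detected, while no other cell exceeded 6420. Of all values in the table, 70.9% were 0, and 42.9% of the others were counts of 1 to 5. The reads carry no molecular identifiers, so the confidence intervals and limits given with these data cover counting error only.

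Cells were clustered with Seurat and named GCP-like or GC-like from Pcna and Dcx. GCP-like cells had totals of 1110182 to 7083648 counts (median 3488670), and GC-like cells had 15071 to 8616017 (median 3659859). GCP-like cells with at least 1 Notch2 count were called Notch2-positive (1110182 to 7083648 counts, median 3880468), and the others were called Notch2-negative (1562597 to 6787358 counts, median 3226820). Cells of one library group are not independent replicates. For tests of single genes, raw counts were therefore summed over the cells of each class in each library group. The sums were normalized by edgeR's TMM method and compared with its quasi-likelihood test at the paper's threshold, a Benjamini-Hochberg adjusted p-value under 0.01. A standard error given with an edgeR value was derived from the F statistic of this test. Gene positions are those of GENCODE on GRCm38, the assembly also called mm10.

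**Figure D1:**
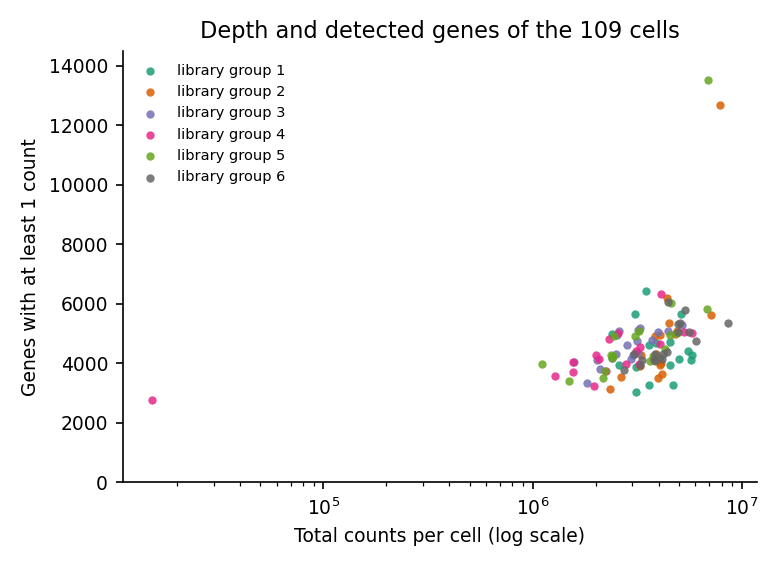
Total counts per cell (horizontal axis, log scale) and number of genes with at least 1 count (vertical axis), with each point standing for 1 of the 109 cells and colored by library group. The cell with 15071 counts lies far to the left, and the cells with 13533 and 12684 genes lie far above the others.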

From six independent batches, total 109 cells were successfully subjected to RNA-seq. 

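Log-normalized counts of 2000 variable genes were reduced to 10 principal components, and cells were joined to their 20 nearest neighbours. At resolution 1, which was the resolution nearest to Seurat's default of 0.8 that gave 3 clusters, the clusters held 41, 38 and 30 cells. The paper's text does not name these settings. Mean log-normalized Pcna was 0.779, 0.461 and 0.166 in these clusters, against 0.499 over all cells. Mean log-normalized Dcx was 1.23, 3.03 and 2.69, against 2.26 over all cells. The cluster of 41 cells, with Pcna above and Dcx below the overall means, was named GCP-like. The other clusters, with the reverse, were pooled as 68 GC-like cells. Each library group held 4 to 8 GCP-like and 10 to 14 GC-like cells. At the default resolution, clusters of 62 and 47 cells formed, and the one of 47 was GCP-like. The number of GCP-like cells was 50 with SCTransform normalization, 44 with 20 principal components and 37 without marker and cell cycle genes among the variable genes. It moved most, to 20 cells, when cells were chosen by a Pcna value above their Dcx value in place of clustering.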

We performed dimensional compression of the obtained gene expression data into a two-dimensional matrix employing the Seurat software and identified three clusters of single cells (Fig. 4*A*). 

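Summing counts over the GCP-like and the GC-like cells of each library group gave sums of 14936727 to 60239310 counts. Mki67 (chromosome 7, 135689784 to 135716361), which encodes the proliferation antigen KI67, had 1024 ± 502 CPM (SD, n = 6 sums; CPM are counts scaled to the library total) in GCP-like cells and 25.9 ± 29.9 CPM in GC-like cells. Its log2 fold change was 5.31 (standard error 1.09, adjusted p = 0.173 from edgeR's quasi-likelihood test), and it lay between 4.87 and 6.03 with each library group left out in turn. Ccnd2 (chromosome 6, 127125162 to 127152193) had 4158 ± 1780 CPM against 1209 ± 527 CPM, a log2 fold change of 1.78 (standard error 0.38, adjusted p = 0.173). For Sfrp1 the log2 fold change was 1.83 (standard error 0.69, adjusted p = 0.471). Sema6a (chromosome 18, 47235598 to 47368870) was lower in GCP-like cells, with 445 ± 212 CPM against 1831 ± 898 CPM and a log2 fold change of -2.04 (standard error 0.44, adjusted p = 0.173). Tubb3, which overlaps the gene Gm20388 on the same strand, had a log2 fold change of -1.08 (standard error 0.52, adjusted p = 0.581). Mki67, Ccnd2 and Sfrp1 were higher, and Sema6a and Tubb3 lower, in GCP-like than in GC-like cells in 6 of 6 library groups.

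Rbfox3 was lower in 5 of 6 groups, with a log2 fold change of -0.45 (adjusted p = 0.915 from edgeR). Across 12 alternatives this value ran from -0.88 to -0.06. Neurod1, which overlaps Cerkl on the same strand, was also lower in 5 of 6, with a value of -0.89 (adjusted p = 0.591 from edgeR). Atoh1 was detected in 11 of 41 GCP-like and 7 of 68 GC-like cells, and its log2 fold change of 4.75 became 3.63 without library group 4. Pax6 was lower in GCP-like cells in 6 of 6 groups, with a log2 fold change of -1.004 that became -0.35 without library group 1. In means of log-normalized values over cells, Pax6 was lower in 3 of 6 groups and higher in the others (exact two-sided sign-flip test, p = 0.4375). The value for Meis1 was 0.02 (standard error 0.53, adjusted p = 0.997 from edgeR), and it changed sign when library group 2, 3 or 5 was left out.

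Over all genes, 0 of 9094 had an adjusted p-value under 0.01, and 791 had an unadjusted p-value under 0.05. Adjusted over the list alone, which held 12 tested genes that the paper names, Ccnd2, Mki67 and Sema6a passed the threshold. Clusters and tests used the same counts, so these p-values are not independent evidence of a difference. DESeq2 on the same sums moved the number of genes most, to 480 (116 higher and 364 lower in GCP-like cells), among them Mki67 (adjusted p = 4.12e-05) and Sema6a (adjusted p = 0.00197). When log-normalized values were averaged over the cells of each class in each library group, the differences in Ccnd2, Mki67, Sfrp1, Sema6a and Tubb3 each gave p = 0.03125 (exact two-sided sign-flip test), the smallest that 6 groups allow, and 0.0625 after adjustment over 10 markers.

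**Figure D2:**
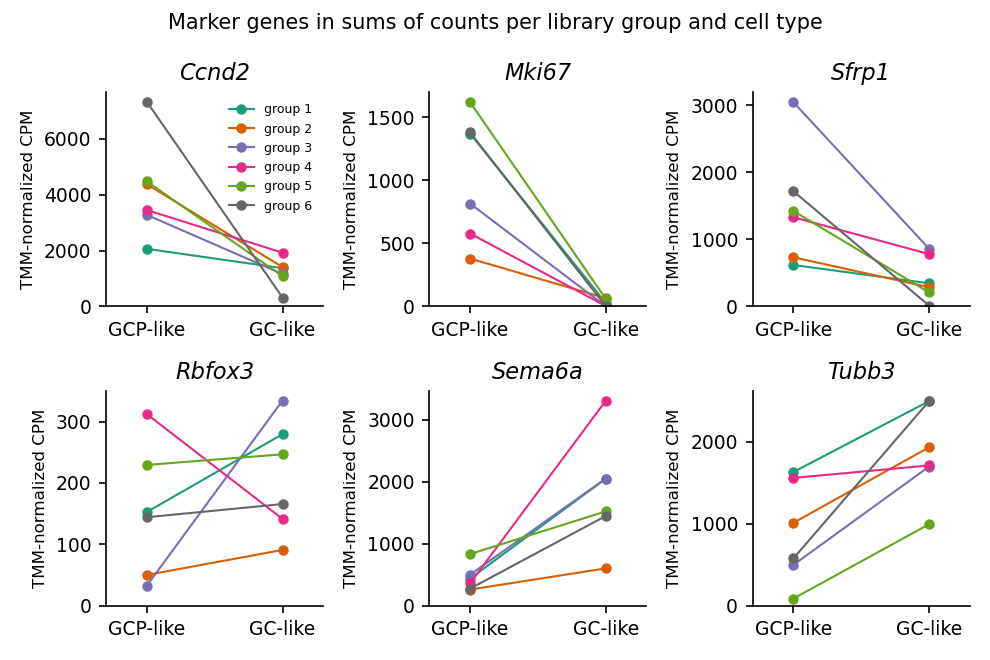
TMM-normalized CPM of 6 marker genes in sums over the GCP-like and the GC-like cells of each library group, with a line joining the sums of one library group. Every line falls for Ccnd2, Mki67 and Sfrp1 and rises for Sema6a and Tubb3, while for Rbfox3 the line of library group 4 falls and the others rise.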

From the result, it was revealed that GCP and GC markers were highly expressed in the cluster 0 and 1/2 cells, respectively (Fig. 4*B*,*C*). As we found that Notch signaling in GCPs is dependent on *Notch2* (Fig. 2*G*,*H*), we investigated *Notch2* expression in the single cells. In the GCP cluster (cluster 0), 29 cells were *Notch2*-positive, while 15 were negative (Fig. 4*D*). 

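Notch2 lies on chromosome 3 from 98013527 to 98150361. It had at least 1 count in 25 of the 41 GCP-like cells (60.98%, Wilson 95% interval 45.7 to 74.3) and no count in 16. Positive cells held 1 to 818 Notch2 counts, with a median of 81, and 2 of them held fewer than 5. Low counts were partly shared within library groups. Genes with many reads in a single library group had a count of 1 to 5 in 16.8% of the remaining cells of that group and in 3.37% of the cells of other groups. Among GC-like cells, 20 of 68 had a Notch2 count (29.4%, Wilson 95% interval 19.9 to 41.1), a smaller share than among GCP-like cells (Fisher's exact test, two-sided, p = 0.00144). The share was higher in GCP-like cells in 6 of 6 library groups, by 33.0 percentage points on average (exact two-sided sign-flip test, p = 0.03125, the smallest that 6 groups allow). In the sums per library group, the log2 fold change of Notch2 was 1.07 (standard error 1.31, adjusted p = 0.880 from edgeR), with higher values in 4 of 6 groups. The GC-like cells with 13533 and 12684 genes held 851 and 801 Notch2 counts, against at most 418 in any other GC-like cell. The first lies in library group 5, 1 of the 2 groups with a lower value (9.15 against 23.9 CPM). That library may carry much of the GC-like value of this group.

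The clustering on 20 principal components gave 29 Notch2-positive and 15 Notch2-negative cells. It had 2 clusters, against 3 in the paper, as no resolution tried gave 3, and 34 of these 44 cells were also GCP-like in the clustering on 10. Across the clusterings, the Notch2-positive share ran from 58.0% to 65.9% at a minimum of 1 count and from 52.0% to 56.8% at a minimum of 5, and it was 51.2% at a minimum of 5 in the thinned counts. Thinning every GCP-like cell to 1110182 counts left the numbers at 25 and 16. Positive cells did not differ detectably from negative cells in total counts, with a difference in mean log2 of 0.12 (permutation test within library groups, two-sided, p = 0.923). In positive cells, 4952 ± 693 genes were detected (SD, n = 25 cells), against 4655 ± 520 in negative cells (SD, n = 16), a difference in log2 of 0.08 (same permutation test, p = 0.329). Astroglial genes were prominent in 2 of the 25 positive cells and 0 of the 16 negative ones, by thresholds chosen after the values were seen (at least 5 of 8 genes at 50 CPM or more; Fisher's exact test, p = 0.512).

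**Figure D3:**
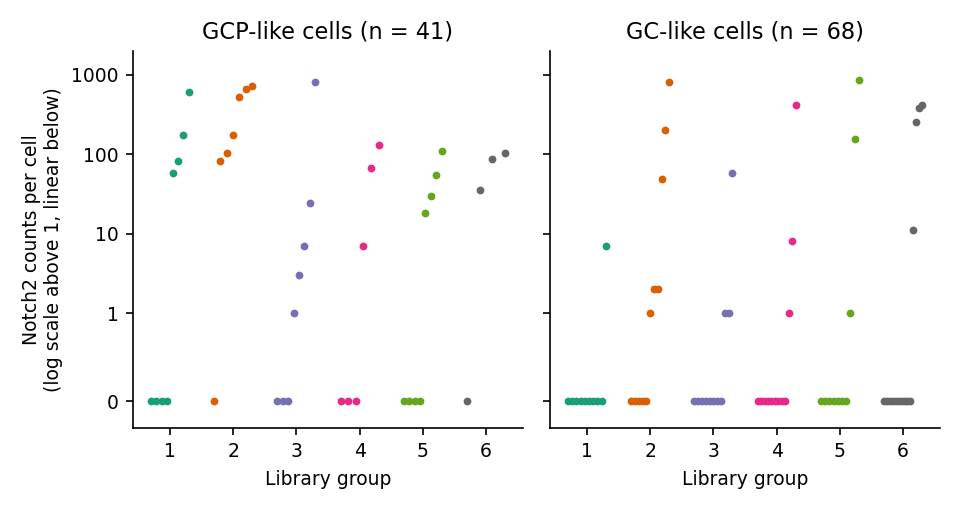
Notch2 counts per cell (vertical axis, linear below 1 and log scale above) by library group, for the 41 GCP-like and the 68 GC-like cells, with each point standing for 1 cell. Each library group holds cells with a Notch2 count and cells without one in both panels.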

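Jag1 (chromosome 2, 137081456 to 137116644) had at least 1 count in 16 of the 109 cells (14.7%, Wilson 95% interval 9.24 to 22.5), with a median of 155 counts in those cells. Hes1 (chromosome 16, 30064384 to 30067796) had at least 1 count in 6 cells (5.50%, 2.55 to 11.5), with a median of 132 counts. A minimum of 5 counts moved the share most for Jag1, to 9.17% (10 cells), and left Hes1 in 5 cells. With cells thinned to 1110182 counts, apart from the cell with 15071, Jag1 was detected in 12 cells and Hes1 in 6. Jag1 was found in 9 of 41 GCP-like cells (21.95%, 12.0 to 36.7) and in 7 of 68 GC-like cells (10.3%, 5.08 to 19.8). Hes1 was found in 3 cells of each type. Among GCP-like cells, Jag1 was detected in 5 of 25 Notch2-positive and 4 of 16 Notch2-negative cells (Fisher's exact test, two-sided, p = 0.717). Hes1 was detected in 3 of 25 Notch2-positive cells (same test, p = 0.268) and in 0 of 16 Notch2-negative cells, which allows a share of up to 18.8%. Of the 6 cells with Hes1, 4 carried the astroglial genes at the level used for Notch2-positive cells, against 1 of the other cells. The GC-like cells with the most detected genes were 2 of those 6. Among the other receptors, ligands and targets, Notch1 was detected in 11 of the 109 cells, Dll3 in 9, Notch3 in 5, Hes5 in 4 and Dll1 in 4. Notch4, Jag2 and Dll4 were not analysed here, as the table lists no counts under these symbols.

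**Figure D4:**
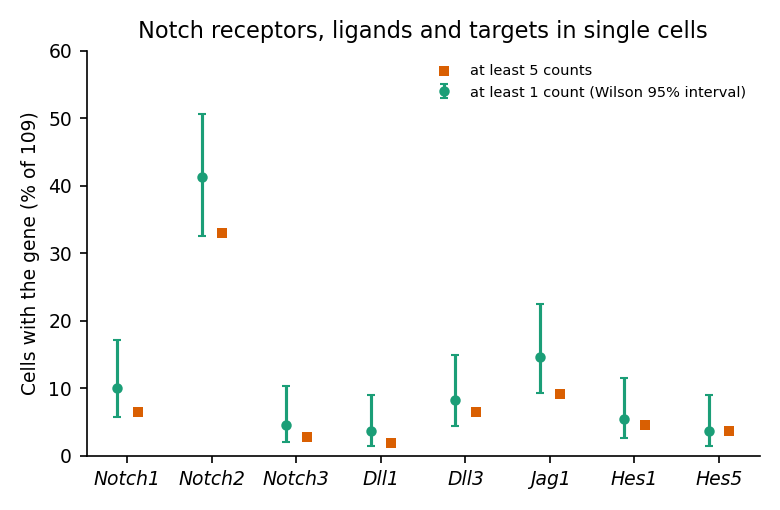
Share of the 109 cells with at least 1 count (circles, with Wilson 95% intervals) and with at least 5 counts (squares) for Notch receptors, ligands and targets. Notch2 had the highest share of the genes drawn, with 41.3% of cells at 1 count or more.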

Although the expression of *Jag1* and *Hes1* was detected by quantitative RT-PCR in GCPs (Fig. 1*B*), their expression was found only in limited number of cells in this scRNA-seq analyses, probably because of the limitation for detecting their transcripts under this experimental condition (Fig. 4*E*). 

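Sums over Notch2-positive and over Notch2-negative GCP-like cells of each library group held 3249226 to 28814997 counts. Library groups 2 and 6 had 1 Notch2-negative cell each. Notch2 itself was left out of the comparison, since it defined the classes. Of 5181 genes tested, 0 had an adjusted p-value under 0.01, and 298 had an unadjusted p-value under 0.05. The lowest adjusted p-value was 0.669. Adjusted over the list alone, 0 of the 9 tested genes that the paper names passed the threshold, and 0 of them had an unadjusted p-value under 0.05. The biological coefficient of variation that edgeR estimated for these sums was 195%, so the sums of one class varied widely. They hold 1 to 6 cells each, so this spread includes differences between single cells. With each library group left out in turn, the number of genes remained 0, with 250 to 373 at an unadjusted p-value under 0.05. In simulated data with 8-fold changes, edgeR on such sums called 0 of 193 and 1 of 176 changed genes. A count of 0 was therefore likely whether or not the classes differ.

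Mki67 was higher in Notch2-positive cells in 6 of 6 library groups, with a log2 fold change of 1.16 (standard error 1.05, adjusted p = 0.994 from edgeR). Rbfox3 (chromosome 11, 118489762 to 118911597) was lower in 5 of 6, with 40.8 ± 24.1 CPM against 298 ± 241 CPM (SD, n = 6 sums) and a log2 fold change of -2.87 (standard error 1.59, adjusted p = 0.885 from edgeR). Log2 fold changes of Sfrp1, Meis1 and Pax6 were 0.74, 1.49 and 1.03, with higher sums in 5, 4 and 4 of 6 library groups. The value for Meis1 was 2.39 without library group 2, and that for Pax6 was -0.16 when GCP-like cells were chosen by Pcna above Dcx. Across 26 alternatives, Meis1 ran from 0.30 to 2.39 and Pax6 from -0.16 to 1.82. Tubb3 was lower in 4 of 6 groups, with a value of -1.67 that became -2.67 without library group 4. Across 26 alternatives the value for Tubb3 ran from -2.67 to -0.68. Neurod1, at -0.55, was lower in 3 of 6 groups and ran from -1.09 to -0.25 across 26 alternatives. Neither Ccnd2 nor Sema6a kept its direction across settings. Ccnd2 had a log2 fold change of -0.55, and 0.32 when sums of single cells were left out. Sema6a had 0.10, and -0.64 with SCTransform normalization. The lowest adjusted p-value among these genes was 0.885, for Rbfox3 and Tubb3. Atoh1 did not pass edgeR's filter. It had counts in 9 of 25 Notch2-positive and 2 of 16 Notch2-negative cells (Fisher's exact test, two-sided, p = 0.152), with higher sums in 4 library groups and a lower one in 1. DESeq2 on cells called it (log2 fold change 11.1, adjusted p = 5.49e-05), with a value of 5.61 when no outlying count was replaced. Hey1, a Notch target chosen after its value was seen, had counts in 14 and 6 of these cells (same test, p = 0.341) and was also called by DESeq2 on cells (5.78, adjusted p = 0.00103; 2.21 without replacement).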

We further classified the GCPs cluster into two groups, *Notch2*-positive and *Notch2*-negative cells, which showed dramatically distinct expression profiles (Fig. 4*F*).

**Figure 4.**
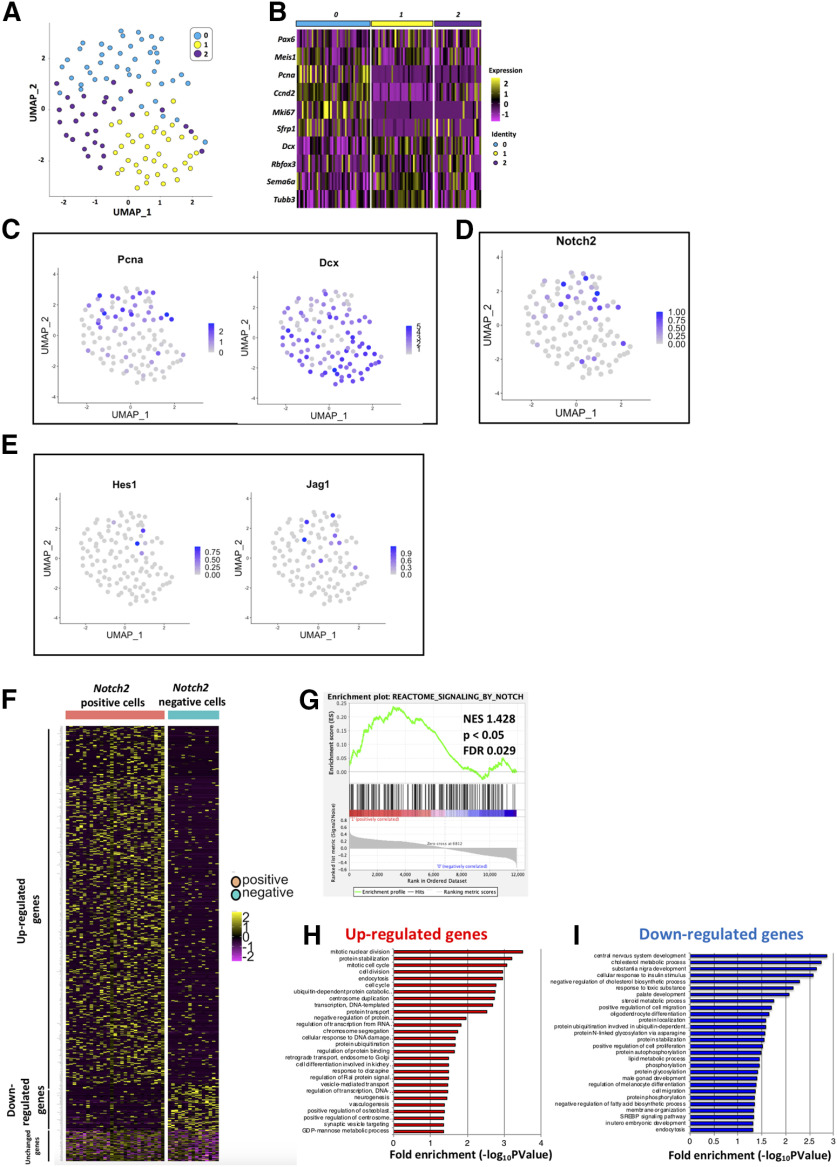
GCPs are divided into two subgroups Notch signaling ON and OFF cells *in silico.* ***A***, scRNA-seq (Smart-seq) analysis of 109 GCPs purified from P7 mice. Uniform manifold approximation and projection (UMAP) dimensional reduction were performed and three clusters were identified (0,1,2). ***B***, Heatmap for expression of GC-lineage markers (*Pax6*, *Meis1*), GCP markers (*Pcna*, *Ccnd2*, *Mki67*, *Sfrp1*), and GC markers (*Dcx*, *Rbfox3*, *Sema6a*, *Tubb3*) in cells of distinct clusters. Molecular features of distinct clusters suggested that cluster 0 corresponded to GCPs and cluster1 and 2 to GCs. ***C–E***, Normalized expression of selected genes are visualized onto the UMAP-dimension (***C***). *Pcna* (a marker for GCPs) are mostly expressed in Cluster 0, while *Dcx* (a marker for GCs) is expressed in Cluster1,2. *Notch2*, *Hes1*, and *Jag1* expressions are also shown (***D***, ***E***). ***F***, GCPs, which were extracted from scRNA-seq of P7 mice (Cluster 0 cells), were grouped by *Notch2* expression (positive and negative cells, please also see Materials and Methods). Expression profiles of 656 DEG between *Notch2*-positive and *Notch2*-negative GCPs were visualized by the heatmap. Expression of 582 genes were upregulated in *Notch2*-positive GCPs, while that of 74 genes were downregulated. ***G***, GSEA of upregulated genes versus downregulated genes in Notch2-positive cells was performed with the REACTOME_SIGNALING_BY_NOTCH dataset. NES, normalized enrichment score; FDR, false discovery rate. ***H***, ***I***, GO analysis was performed for the 582 upregulated genes in *Notch2*-positive GCPs (***H***) and for 74 downregulated genes (***I***).

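DESeq2 was also run as in the paper, with each of the 25 Notch2-positive and 16 Notch2-negative GCP-like cells as a unit. It called 807 of 7881 genes at an adjusted p-value under 0.01, and 2332 genes had an unadjusted p-value under 0.05. On the sums per library group DESeq2 called 442 of 6965 genes. On the 44 GCP-like cells of the clustering on 20 principal components, which was added after the values were seen, it called 861 genes. A likelihood ratio test in place of DESeq2's default Wald test, added at the same stage, called 131. The edgeR test on the same 41 cells called 0 of 2324 genes, with 168 at an unadjusted p-value under 0.05 and a lowest adjusted p-value of 0.0458. That test called 3 of 149 and 2 of 74 genes changed 8-fold in simulated data, so its 0 decides little. To measure how many genes DESeq2 calls between cells split without regard to Notch2, the 41 cells were divided at random 59 times, with the numbers of each class kept in each library group. These splits gave 507 to 911 genes, with a median of 608, and 2 of them gave 807 or more. Splits by the detection of 39 other genes, chosen at random among those absent from a similar number of GCP-like cells, gave 557 to 1123 genes, and 4 of them, which had 13 or 14 negative cells, gave 807 or more. The edgeR test on cells called at most 2 genes in 99 random splits and at most 4 in 99 splits by the detection of another gene.

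**Figure D5:**
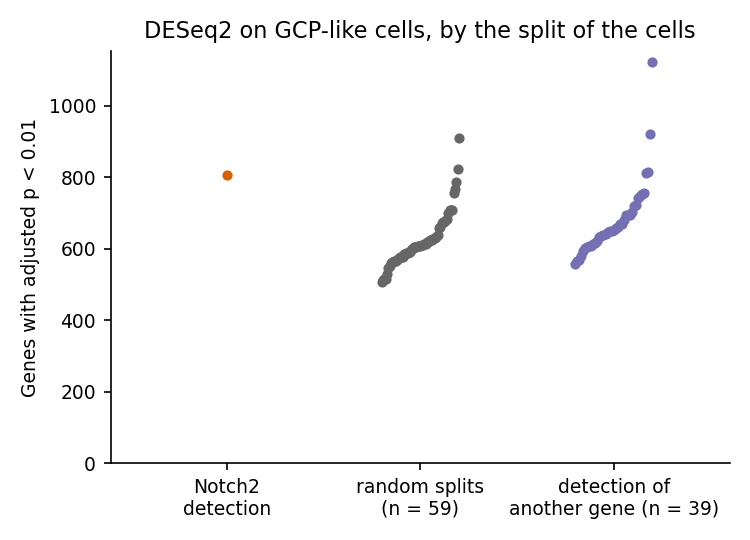
Number of genes that DESeq2 called on the 41 GCP-like cells (vertical axis, adjusted p-value under 0.01), with each point standing for 1 way of splitting the cells. The split by Notch2 gave 807 genes, the random splits 507 to 911, and the splits by the detection of another gene 557 to 1123.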

In the differential expression analysis using the DESeq2 software (Love et al., 2014), we identified 656 DEG between *Notch2*-positive and *Notch2*-negative GCPs (Fig. 4*F*). 

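Of the 807 genes that DESeq2 called on cells, 625 were higher and 182 lower in Notch2-positive cells, so that 77.4% were higher. In the 59 random splits, 49.1% to 84.2% of the called genes were higher in the larger class. Among the genes with the smallest adjusted p-values, Yif1a (chromosome 19, 5088538 to 5092881), which overlaps Cnih2 on the other strand, had counts in 9 of 25 Notch2-positive and 0 of 16 Notch2-negative cells (adjusted p = 9.72e-27). Its limit, set against 3 counts in the negative cells, was 98.3-fold higher. Acy1 was detected in 8 positive and 0 negative cells. Its limit was 48.4-fold higher, or 6.69-fold without the cell with the most counts. Ube2g2, which overlaps Gm49325 on the same strand, was detected in 9 positive and 2 negative cells, with a log2 fold change of 22.5 (standard error 2.28). DESeq2 by default replaces counts that lie far from the others of a gene, and without this step the value for Ube2g2 was 2.45. Chmp6 and Mras, each detected in 8 positive and 2 negative cells, had log2 fold changes of 22.88 and 22.01, which were 2.64 and 0.43 without the replacement. On the lower side, Ddx19b and Scrg1 were detected in 0 positive and 5 negative cells, with a median of 3 counts each. Their limits were 421-fold and 40.1-fold lower. Without the cell with the most counts of the gene, these limits were 57.5-fold and 4.99-fold. Tor3a and Itgae, which overlaps Haspin on the other strand, were detected in 0 positive and 3 negative cells. Their limits were 157-fold and 60.9-fold lower, or 10.025-fold and 10.955-fold without that cell. The limits for genes with no count in a class were computed against 3 counts in that class. Cells with Yif1a held a median of 1164 counts, so 1 more such cell would break its limit. These limits are therefore not lower bounds on the difference between the classes.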

Expression of 582 genes was upregulated in *Notch2*-positive GCPs, while that of 74 genes was downregulated (Fig. 4*F*). This clearly suggests that these two populations, *Notch2*-positive and *Notch2*-negative GCPs have quite different molecular characteristics. 

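The 807 genes had counts in a median of 17 of the 41 GCP-like cells, and 39 of them in at most 5 cells. For 35 genes, the cells of the other class had no count (30 higher and 5 lower in Notch2-positive cells). Log2 fold changes beyond 10 in either direction were fitted for 100 genes. DESeq2 had replaced at least 1 count in 680 of the 807 genes (84.3%), and in 71.3% of the tested genes that were not called. The tests without replacement were added after these values were seen. With replacement switched off, DESeq2 set aside 9478 genes for outlying counts and called 126, of which 121 were among the 807. With neither replacement nor removal it called 1581, of which 308 were among the 807. The share of cells with a count was compared between Notch2-positive and Notch2-negative cells by Fisher's exact test (two-sided) for 15972 genes. Here 0 genes had an adjusted p-value under 0.01, and 271 had an unadjusted p-value under 0.05. The edgeR test on cells, whose filter left 72 of the 807 genes, gave 46 of these an unadjusted p-value under 0.05. DESeq2 on the clustering with 20 principal components shared 362 of the 807 genes.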

We performed gene set enrichment analysis (GSEA) to test for a potential enrichment of Notch signaling in *Notch2-*positive and *Notch2*-negative GCPs by comparing 656 DEG to the “REACTOME_SIGNALING_BY_NOTCH” gene set in the Molecular Signatures Database v7.1 (M10189, Signaling by NOTCH). As a result, we found that highly expressed genes in *Notch2*-positive/negative GCPs in our data match to the upregulated/downregulated genes in Notch signaling ON cells, significantly (Fig. 4*G*). 

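The Reactome list Signaling by NOTCH, in the mouse version that the fgsea package carries and without Notch2, had 64 genes in the table, 38 of which passed edgeR's filter in the sums. The camera test, which asks whether the genes of a list change more than the others, gave p = 0.952 for this list (adjusted p = 0.952 over 11 lists, limma's camera on the edgeR model). The median log2 fold change of its genes was -0.09. The fry test, which asks whether the genes of a list change at all, moved the result most, to p = 0.0139 (adjusted p = 0.0978 over 11 lists). It does not compare a list with the other genes, so a shift shared by all genes is not set apart. It also gave a list of neuronal migration genes as higher, though their median log2 fold change was -0.91. Without library group 1 or 4, the direction of the list turned from higher to lower in Notch2-positive cells (adjusted p = 0.743 and 0.628 with camera). The paper ran its enrichment analysis on its differentially expressed genes. Here all 15331 genes were ranked, which is another input, by the signal-to-noise ratio between Notch2-positive and Notch2-negative cells. The 64 genes had a normalized enrichment score of 0.953 and an enrichment score of 0.215 (fgsea, 10000 gene permutations, p = 0.540). When Notch2 labels were permuted among the cells of each library group, 28 of 100 permutations gave an enrichment score at least as high (one-sided permutation p = 0.287). Ranks from the clustering on 20 principal components gave a normalized enrichment score of 0.964. A list of Notch pathway genes that the paper names, 5 of which could be tested, gave p = 0.712 with camera.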

We then performed GO analysis for these DEGs (Fig. 4*H*,*I*). Several of the significant GO categories for upregulated genes in *Notch2*-positive GCPs were related to cell cycle progression (Fig. 4*H*), while some GOs for upregulated genes in *Notch2* negative GCPs implicated cell differentiation events, including cell migration (Fig. 4*I*). These findings suggest that Notch-signaling ON GCPs are a more proliferative and less differentiated population, while Notch signaling-OFF GCPs are less proliferative and more differentiated.

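The genes that Seurat lists for the G2/M phase were higher in Notch2-positive sums, with 47 genes tested, a median log2 fold change of 0.82 and an adjusted p-value over the lists of 0.00286 (camera on the edgeR model). This call did not hold under fry (adjusted p = 0.214) or with the correlation between genes estimated from the data (adjusted p = 0.766). It was also lost without library group 4 (adjusted p = 0.0775) or without library group 6 (adjusted p = 0.769), where the Notch2-negative class was 1 cell. With cells as the units in edgeR the adjusted p-value was 0.177. Among 99 random splits of the cells within library groups, 37.4% gave this list an unadjusted p-value under 0.05. The S phase list, with 36 genes and a median log2 fold change of 0.60, had an adjusted p-value of 0.275 on the sums and 0.000176 with cells as the units. The Reactome list Cell Cycle, Mitotic, with 286 genes, had 0.275 (median log2 fold change 0.10) and 0.0411 in the ranked test over cells.

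Genes of neuronal migration, of which 15 were tested, were lower in Notch2-positive sums (camera, p = 0.136, adjusted p = 0.298), with a median log2 fold change of -0.91 that became 0.12 without library group 6. The GC markers Rbfox3, Sema6a, Tubb3 and Neurod1 as a list were also lower (camera, p = 0.0183, adjusted p = 0.101), and the adjusted p-value was 0.0353 without library group 3. For the GCP markers Ccnd2, Mki67 and Sfrp1, the camera p-value was 0.586, while fry gave p = 0.0267 (adjusted p = 0.0978, higher in Notch2-positive cells). A list of cholesterol synthesis and SREBP genes gave p = 0.500, and the Reactome lists Cholesterol biosynthesis and Regulation of cholesterol biosynthesis by SREBP gave p = 0.293 and 0.419. These 3 lists were lower with camera and higher with fry.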

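Scores for the S and G2/M phases were computed in each GCP-like cell as the mean z-score of the genes of a list and averaged over the cells of each class in each library group. The S score was higher in Notch2-positive cells in 5 of 6 library groups, by 0.169 ± 0.178 (SD, n = 6; exact two-sided sign-flip test, p = 0.0938). For the G2/M score the difference was 0.329 ± 0.488, also higher in 5 of 6 groups (exact sign-flip test, p = 0.125). It was largest in library group 6, where a single Notch2-negative cell set the score of its class at -0.567. Log-normalized Mki67 averaged over cells was higher by 0.801 ± 1.09 in Notch2-positive cells, in 4 of 6 groups (exact sign-flip test, p = 0.1875). Neurod1, a gene of differentiating GCs, differed by -0.219 ± 0.748 and was higher in 2 of 6 groups (exact sign-flip test, p = 0.531). A score of the Signaling by NOTCH list differed by 0.00735 ± 0.136 (exact sign-flip test, p = 0.875). None of these differences was larger than the spread between library groups at this number of groups. The smallest adjusted p-value over the 5 measures was 0.3125, and the smallest unadjusted p-value that 6 groups allow is 0.03125. From the GO categories of its differentially expressed genes (Fig. 4H,I), given after their match to Notch signaling genes (Fig. 4G), the paper proposes that GCPs with Notch signaling divide more and are less differentiated than GCPs without it. Its other evidence was not tested here. Cells with an active Hes1 promoter were more often KI67-positive, and knockdown of Notch2 or Hes1 lowered the share of KI67-positive cells.

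**Figure D6:**
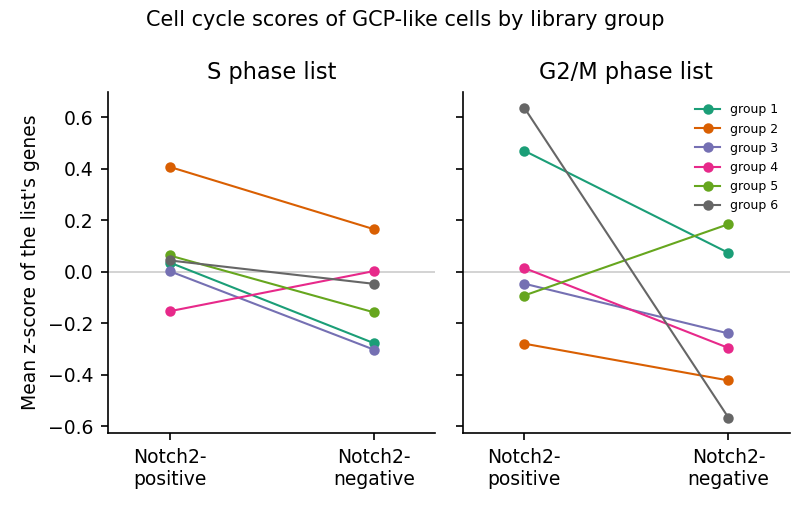
Mean z-score of the genes on the S phase list and on the G2/M phase list (vertical axes) in Notch2-positive and Notch2-negative GCP-like cells, with a line joining the means of one library group. The S score rises from negative to positive cells except in library group 4, and the G2/M score except in library group 5.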

### Notch2-Hes1-dependent Notch signaling maintains GCPs in immature and proliferative state

We and others previously developed an *in vivo* electroporation gene transfer method for GCPs during cerebellar development (Owa et al., 2018; Chang et al., 2019). In this study, we further characterized the dynamics of differentiation and migration processes of electroporated cells (Fig. 5). The EGL was electroporated with a nuclear-localizing GFP (pCAG-H2B-GFP) at P5 and fixed at P6, P7, P8, P9, and P12 (Fig. 5*A*,*B*). By this method, GCPs facing the cerebellar surface, or the pia mater, were transfected with the expression vector and then examined as they migrated inwardly as development proceeds (Fig. 5*A–D*). The rate of ATOH1 or KI67-positive cells in electroporated cells were gradually decreased (Fig. 5*E*,*F*), reflecting gradual differentiation from GCPs to GCs.

**Figure 5.**
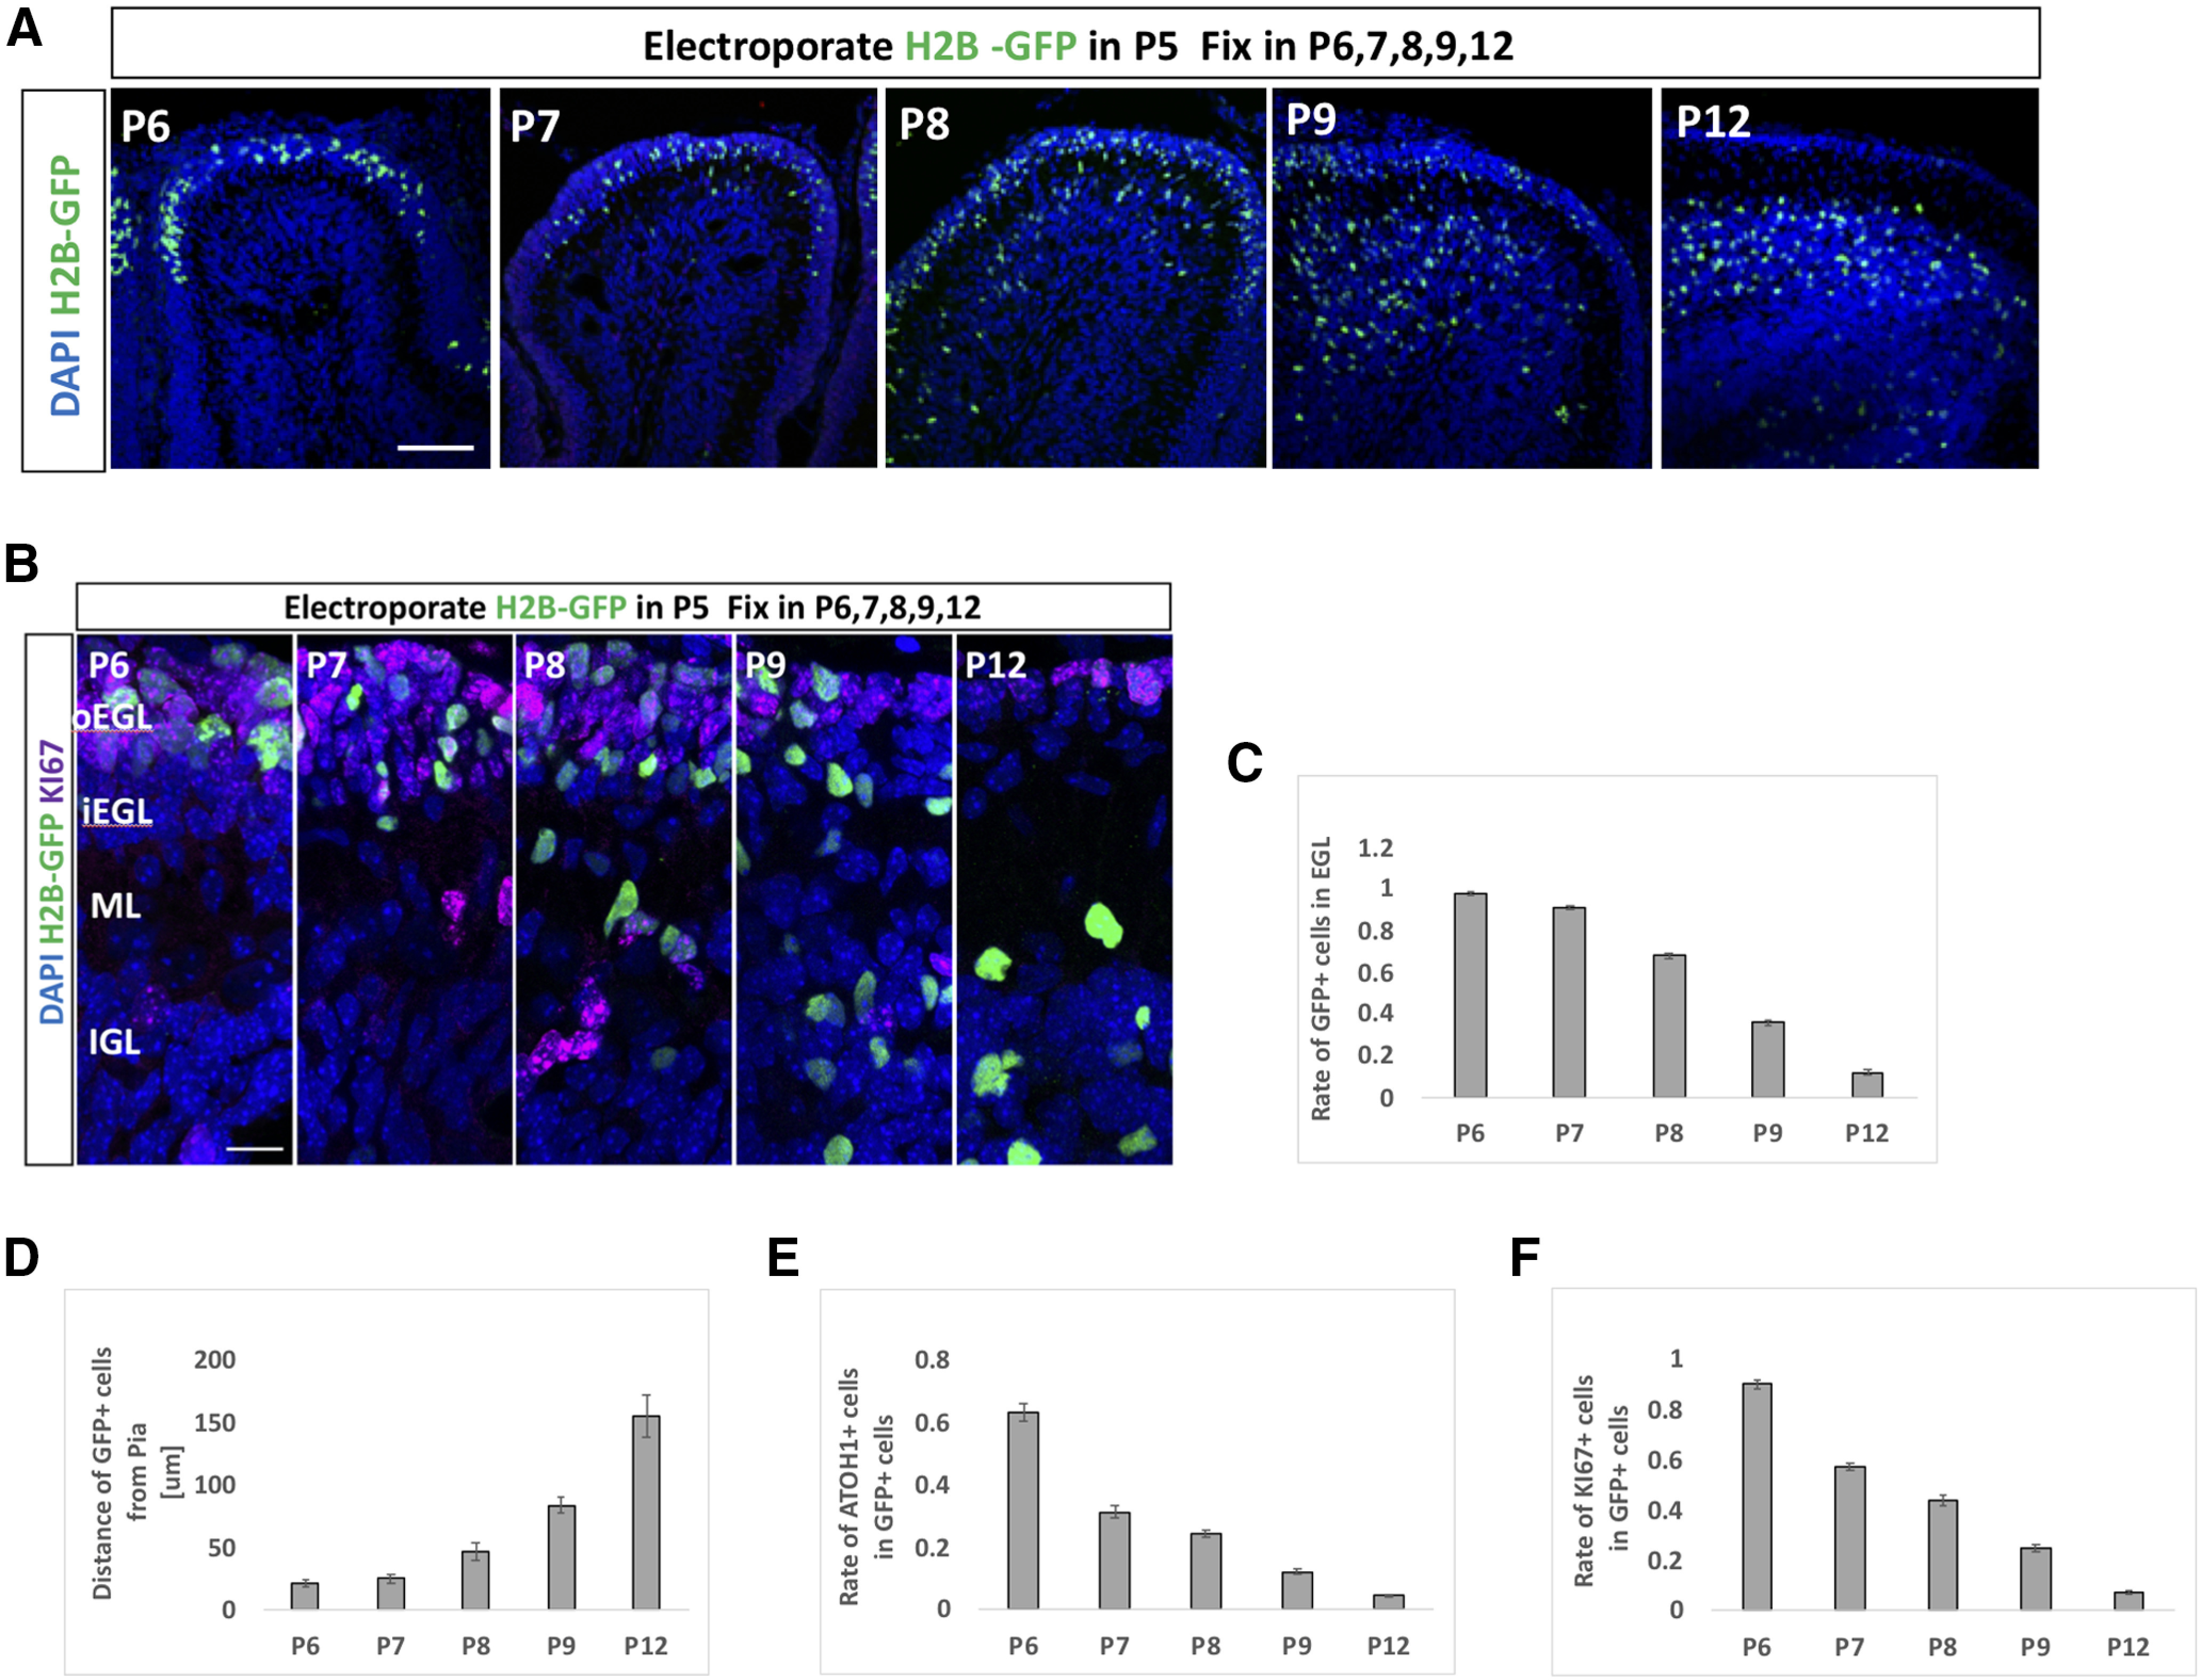
Dynamics of electroporated cells in cerebellar development. ***A–F***, pCAG-H2B-GFP was electroporated to P5 mouse EGL. Electroporated mice were fixed at P6, P7, P8, P9, or P12 and subjected to further analyses (***A***, ***B***). Since GC-lineage cells migrate from EGL to IGL during their maturation (Schilling, 2018), we examined the rate of transfected cells in the EGL and distance of the transfected cell position from the pial matter (***C***, ***D***). We also checked the rates of ATOH1-positive (***E***) and KI67-positive (***F***) cells in GFP-positive cells. Because plasmids were mainly introduced to Lobule IV/V or VI by electroporation in our experimental condition, all analyses in this study were conducted in Lobule IV/V or VI. Scale bars: 80 μm (***A***) and 15 μm (***B***).

By this method, we introduced KD vectors for *Notch1* and *Notch2* plus pCAG-H2B-GFP into the P6 cerebella and analyzed them at P9 by immunostaining with KI67 and ATOH1, markers for GCPs (Fig. 6*A–C*). Interestingly, KD for *Notch2* significantly reduced the rates of ATOH1-positive cells as well as KI67-positive cells, while KD for *Notch1* did not show significant effects (Fig. 6*B*,*C*). This suggests that *Notch2* but not *Notch1* is involved in suppressing differentiation of proliferative GCPs to postmitotic GCs putatively in a cell autonomous manner. Next, we electroporated an overexpression vector (Fig. 6D*–F*) or KD vectors (Fig. 6*G–K*) for *Hes1* plus pCAG-H2B-GFP into the P6 cerebella, which were fixed at P8 and P9, respectively. While overexpression of HES1 increased ATOH1-positive and KI67-positive cells, KD of *Hes1* decreased those cells, implicating that HES1 suppresses differentiation from GCPs to GCs presumably in a cell autonomous manner. On the other hand, introduction of KD vectors for *Hes5* did not affect the ATOH1 and KI67 positivity of GCPs (Fig. 7*D–H*). This suggests that HES5 may not be involved in suppression of GCP differentiation into GCs, consistent with our finding that *Hes5* expression was very low compared with *Hes1* in GCP-like cells (Fig. 1*C*). Interestingly, introduction of a HES5 overexpression vector succeeded in suppressing differentiation of GCPs (Fig. 7*A–C*), similar to the effect of HES1. This led us to believe that, if overexpressed, HES5 has the ability to suppress GCP differentiation, probably via the same downstream pathway as that of HES1. However, as the expression of HES5 in GCPs is very low, endogenous HES5 is unlikely to be involved in that process. Altogether, these findings suggest that Notch2-dependent and Hes1-dependent Notch signaling is involved in maintaining GCPs in a proliferative and immature state in the developing cerebellum.

**Figure 6.**
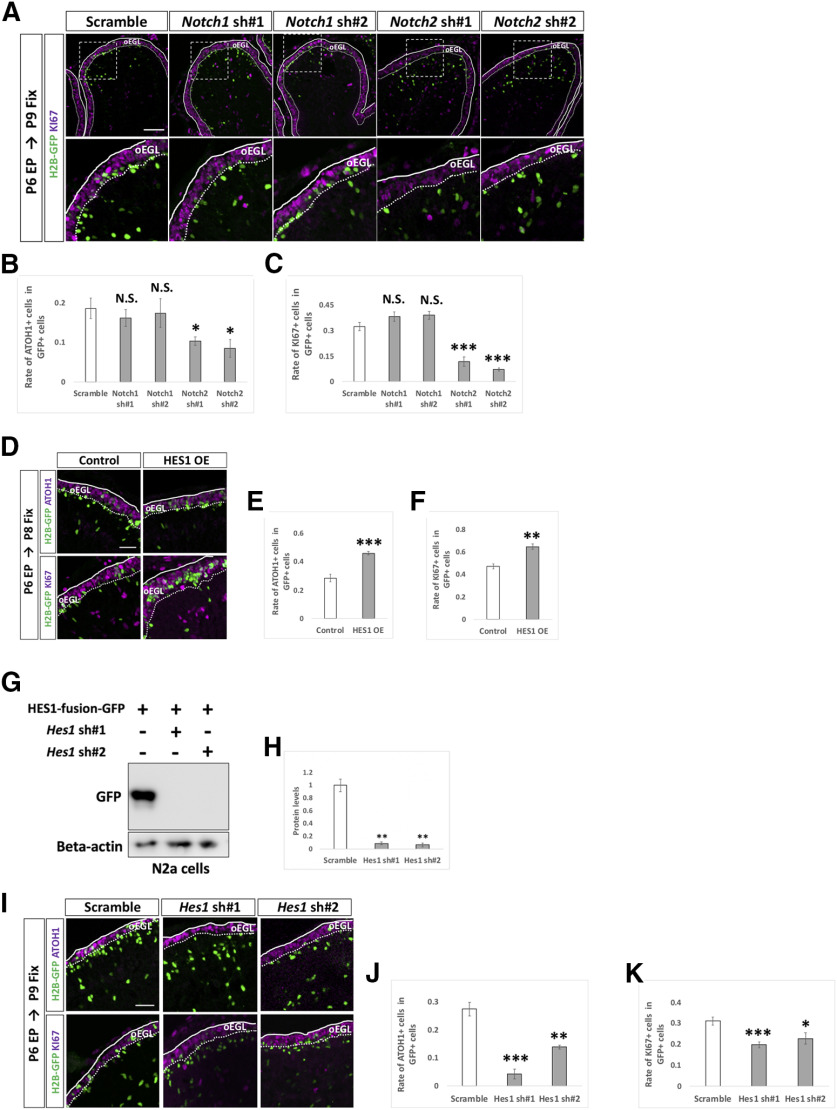
NOTCH2 and HES1 tend to maintain GCPs in immature and proliferative state. ***A–C***, Electroporation of *Notch1,2 kDa* vectors plus pCAG-H2B-GFP into the EGL (***A***). Differentiation of electroporated cells were evaluated with the expression of ATOH1 and KI67 (***B***, ***C***). Animal numbers: *N* = 4 for pU6-*Notch1,2*-sh#1, *N* = 5 for pU6-*Notch1,2*-sh#2. Scale bars: 80 and 30 μm (***A***). ***D–K***, Electroporation with HES1 overexpression (OE) and KD vectors plus pCAG-H2B-GFP to the EGL. The rate of differentiation in electroporated cells was analyzed by immunohistochemistry with ATOH1 and KI67 (***E***, ***F***, ***J***, ***K***). The pCAG-empty vector (***D–F***) and the scrambled shRNA vector (Scramble) were used as controls (***I–K***). KD vectors for *Hes1* were checked the efficiency *in vitro* (***G***, ***H***). CAG-HES1-fusion-GFP were co-transfected with *Hes1* KD vectors to Neuro2a cells and the protein level were checked by Western blotting with GFP antibody (***G***, ***H***). β-Actin was used as a reference. Animal numbers: *N* = 5 for (***D–F***), *N* = 4 for (***I–K***). Sample numbers: *N* = 3 for (***G***, ***H***). Scale bars: 30 μm (***D***, ***I***). Data are shown as mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001, Student’s *t* test.

**Figure 7.**
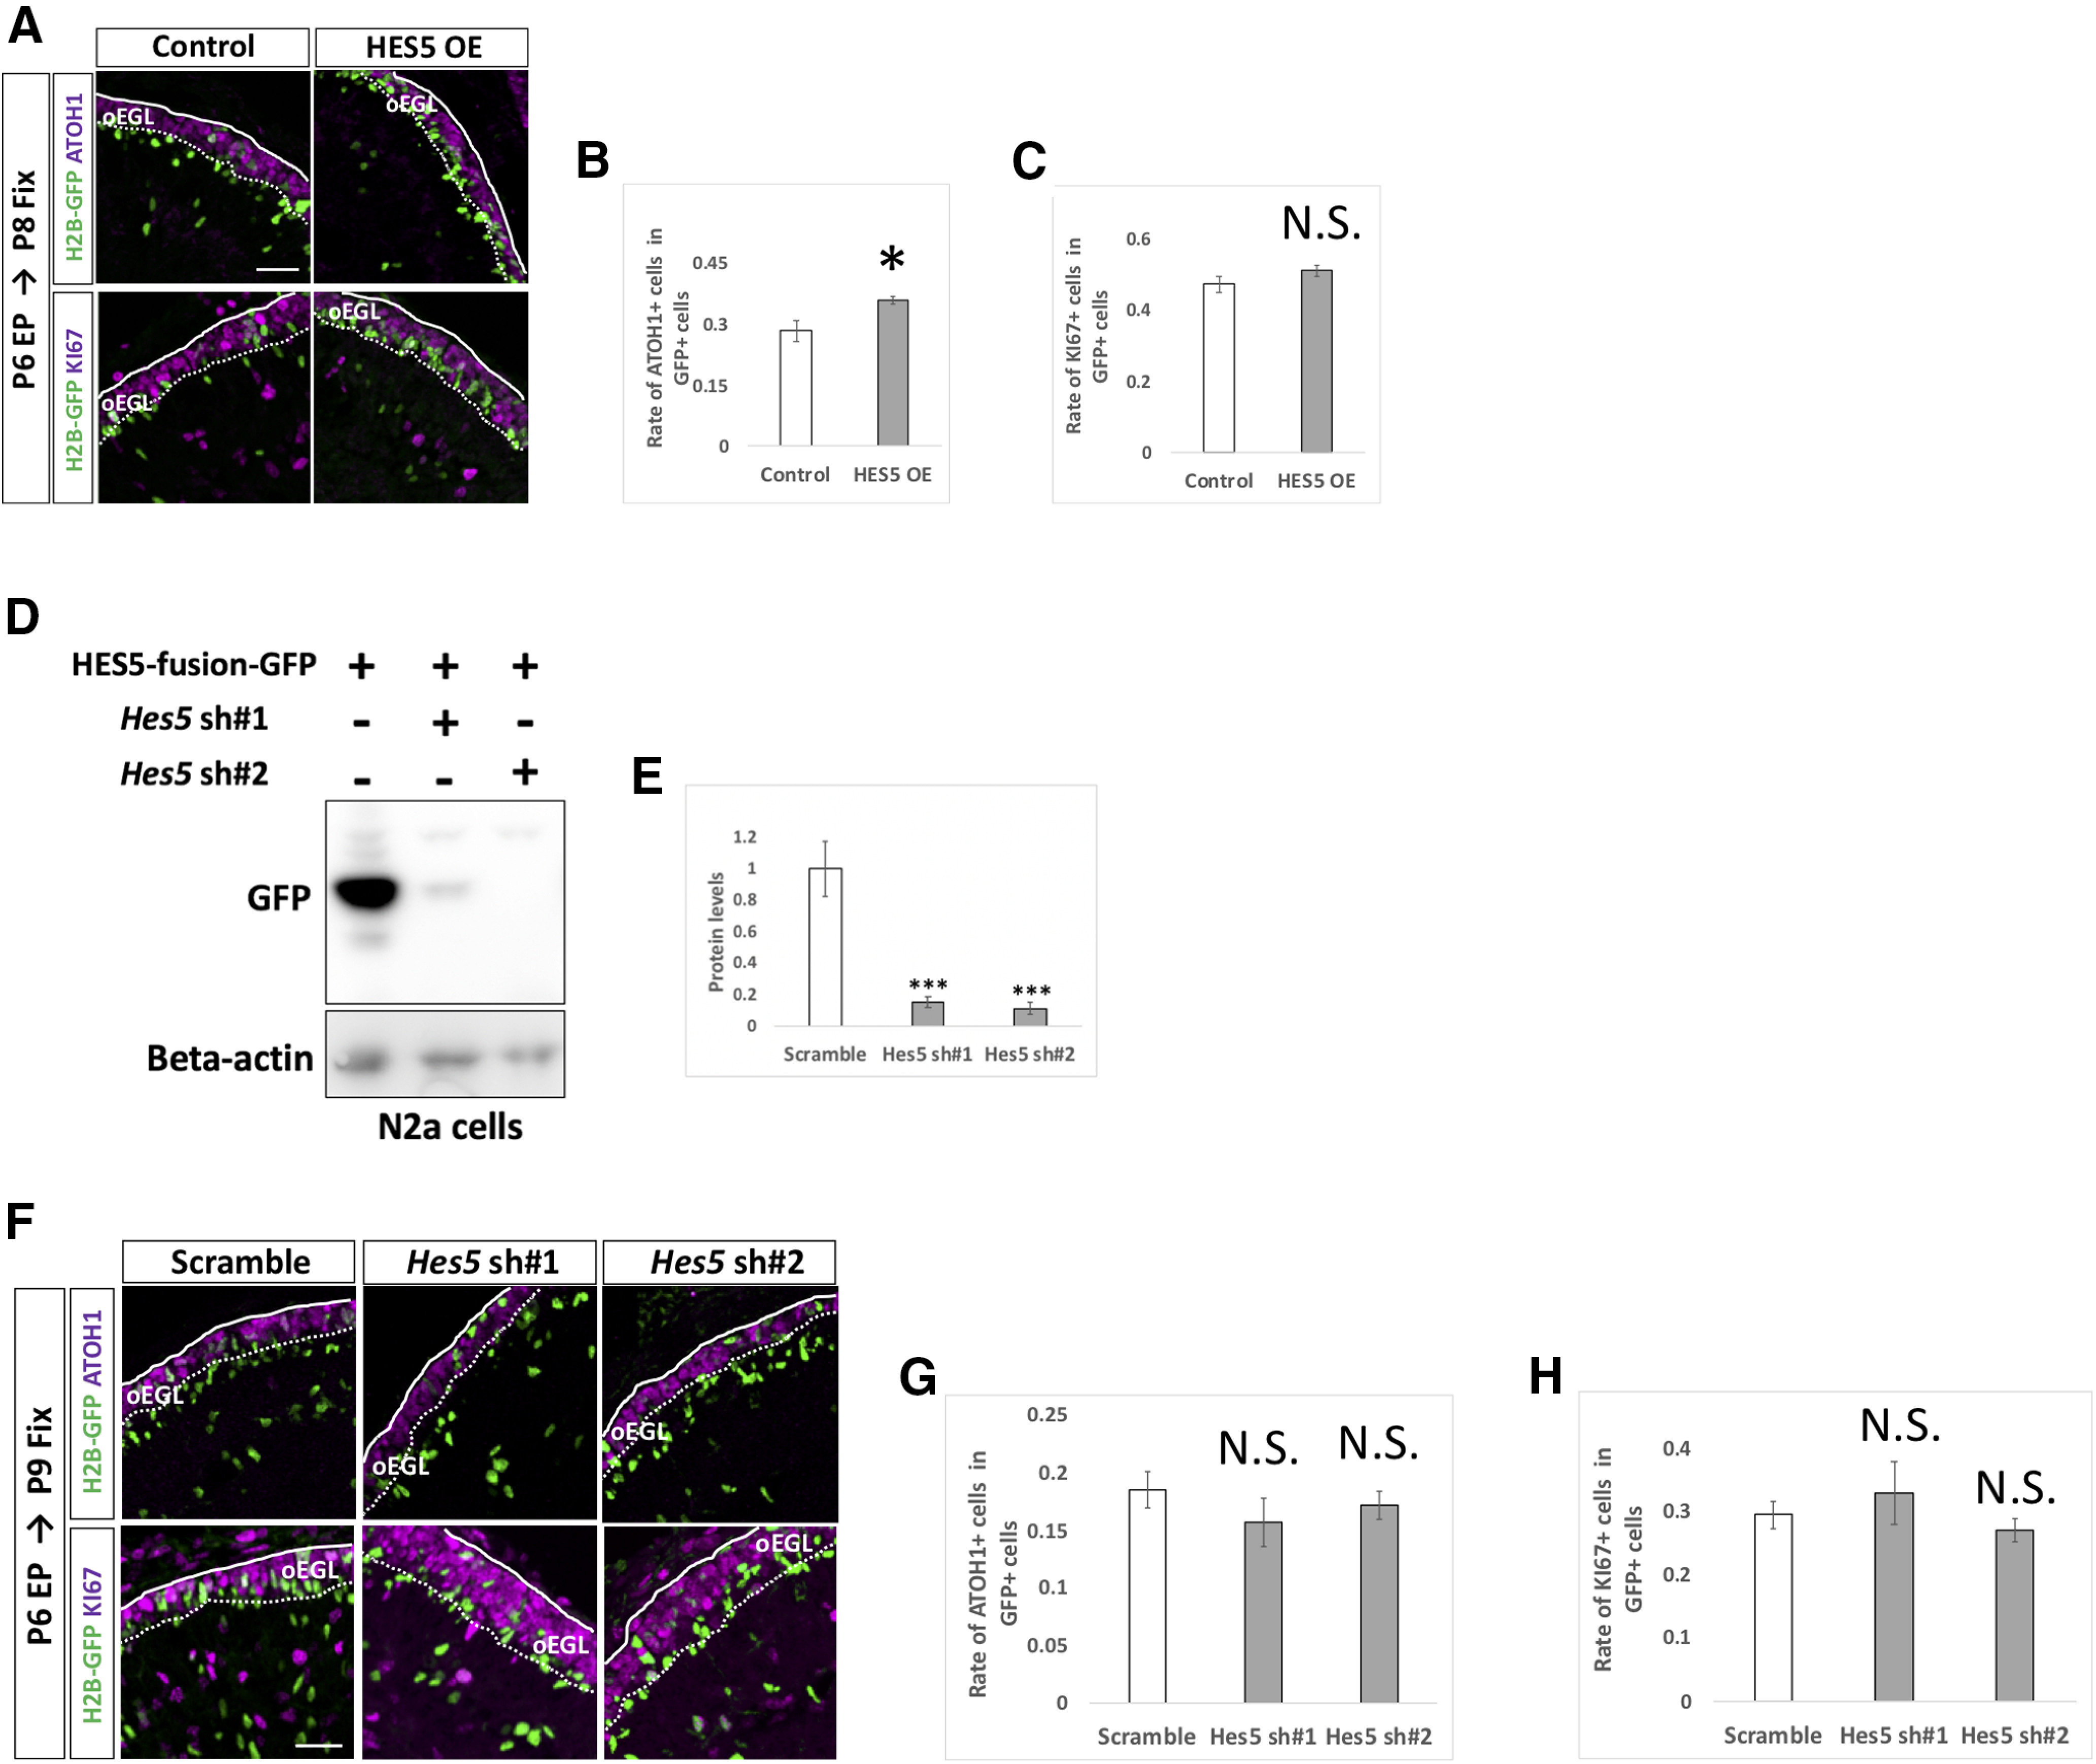
Endogenous HES5 is not physiologically involved in the differentiation of GCPs. ***A–H***, Overexpression (***A–C***) and KD (***F–H***) vectors for HES5 plus pCAG-H2B-GFP were electroporated to P6 cerebella, followed by fixation at indicated stages. Samples were immunostained with indicated antibodies and analyzed as in Figure 6*E*,*F*,*J*,*K*. The pCAG-empty vector (***A–C***) and Scramble (***F–H***) were used as controls. KD vectors for *Hes5* were checked the efficiency *in vitro* (***D***, ***E***). CAG-HES5-fusion-GFP were co-transfected with *Hes5* KD vectors to Neuro2a cells and the protein level were checked by Western blotting with GFP antibody (***D***, ***E***). β-Actin was used as a reference. Animal numbers: *N* = 5 for pCAG-HES5 OE, *N* = 4 for pU6-*Hes5*-sh. Sample numbers: *N* = 3 for (***D***, ***E***). Scale bars: 30 μm (***A***, ***F***). Data are shown as mean ± SEM; *p < 0.05, Student’s *t* test.

### JAG1 cell non-autonomously upregulates Notch signaling in surrounding GCPs

Among the ligands for Notch signaling, we found that *Jag1* was strongly expressed in GCP-like cells compared with *Jag2*, and *Dll1,3,4* (Fig. 1*C*) and in the EGL (Fig. 1*G*). Therefore, we performed overexpression and KD experiments for *Jag1* with the same experimental strategy used for Notch and Hes genes (Fig. 6). While overexpression of JAG1 decreased rates of ATOH1 and KI67 positivity in the transfected cells (Fig. 8*A–C*), KD of *Jag1* led to the opposite results (Fig. 8*D–H*). This suggests that *Jag1* accelerates differentiation of Jag1-expressing GCPs into GCs, thus exhibiting contrasting effects to those of *Notch2* and *Hes1*.

**Figure 8.**
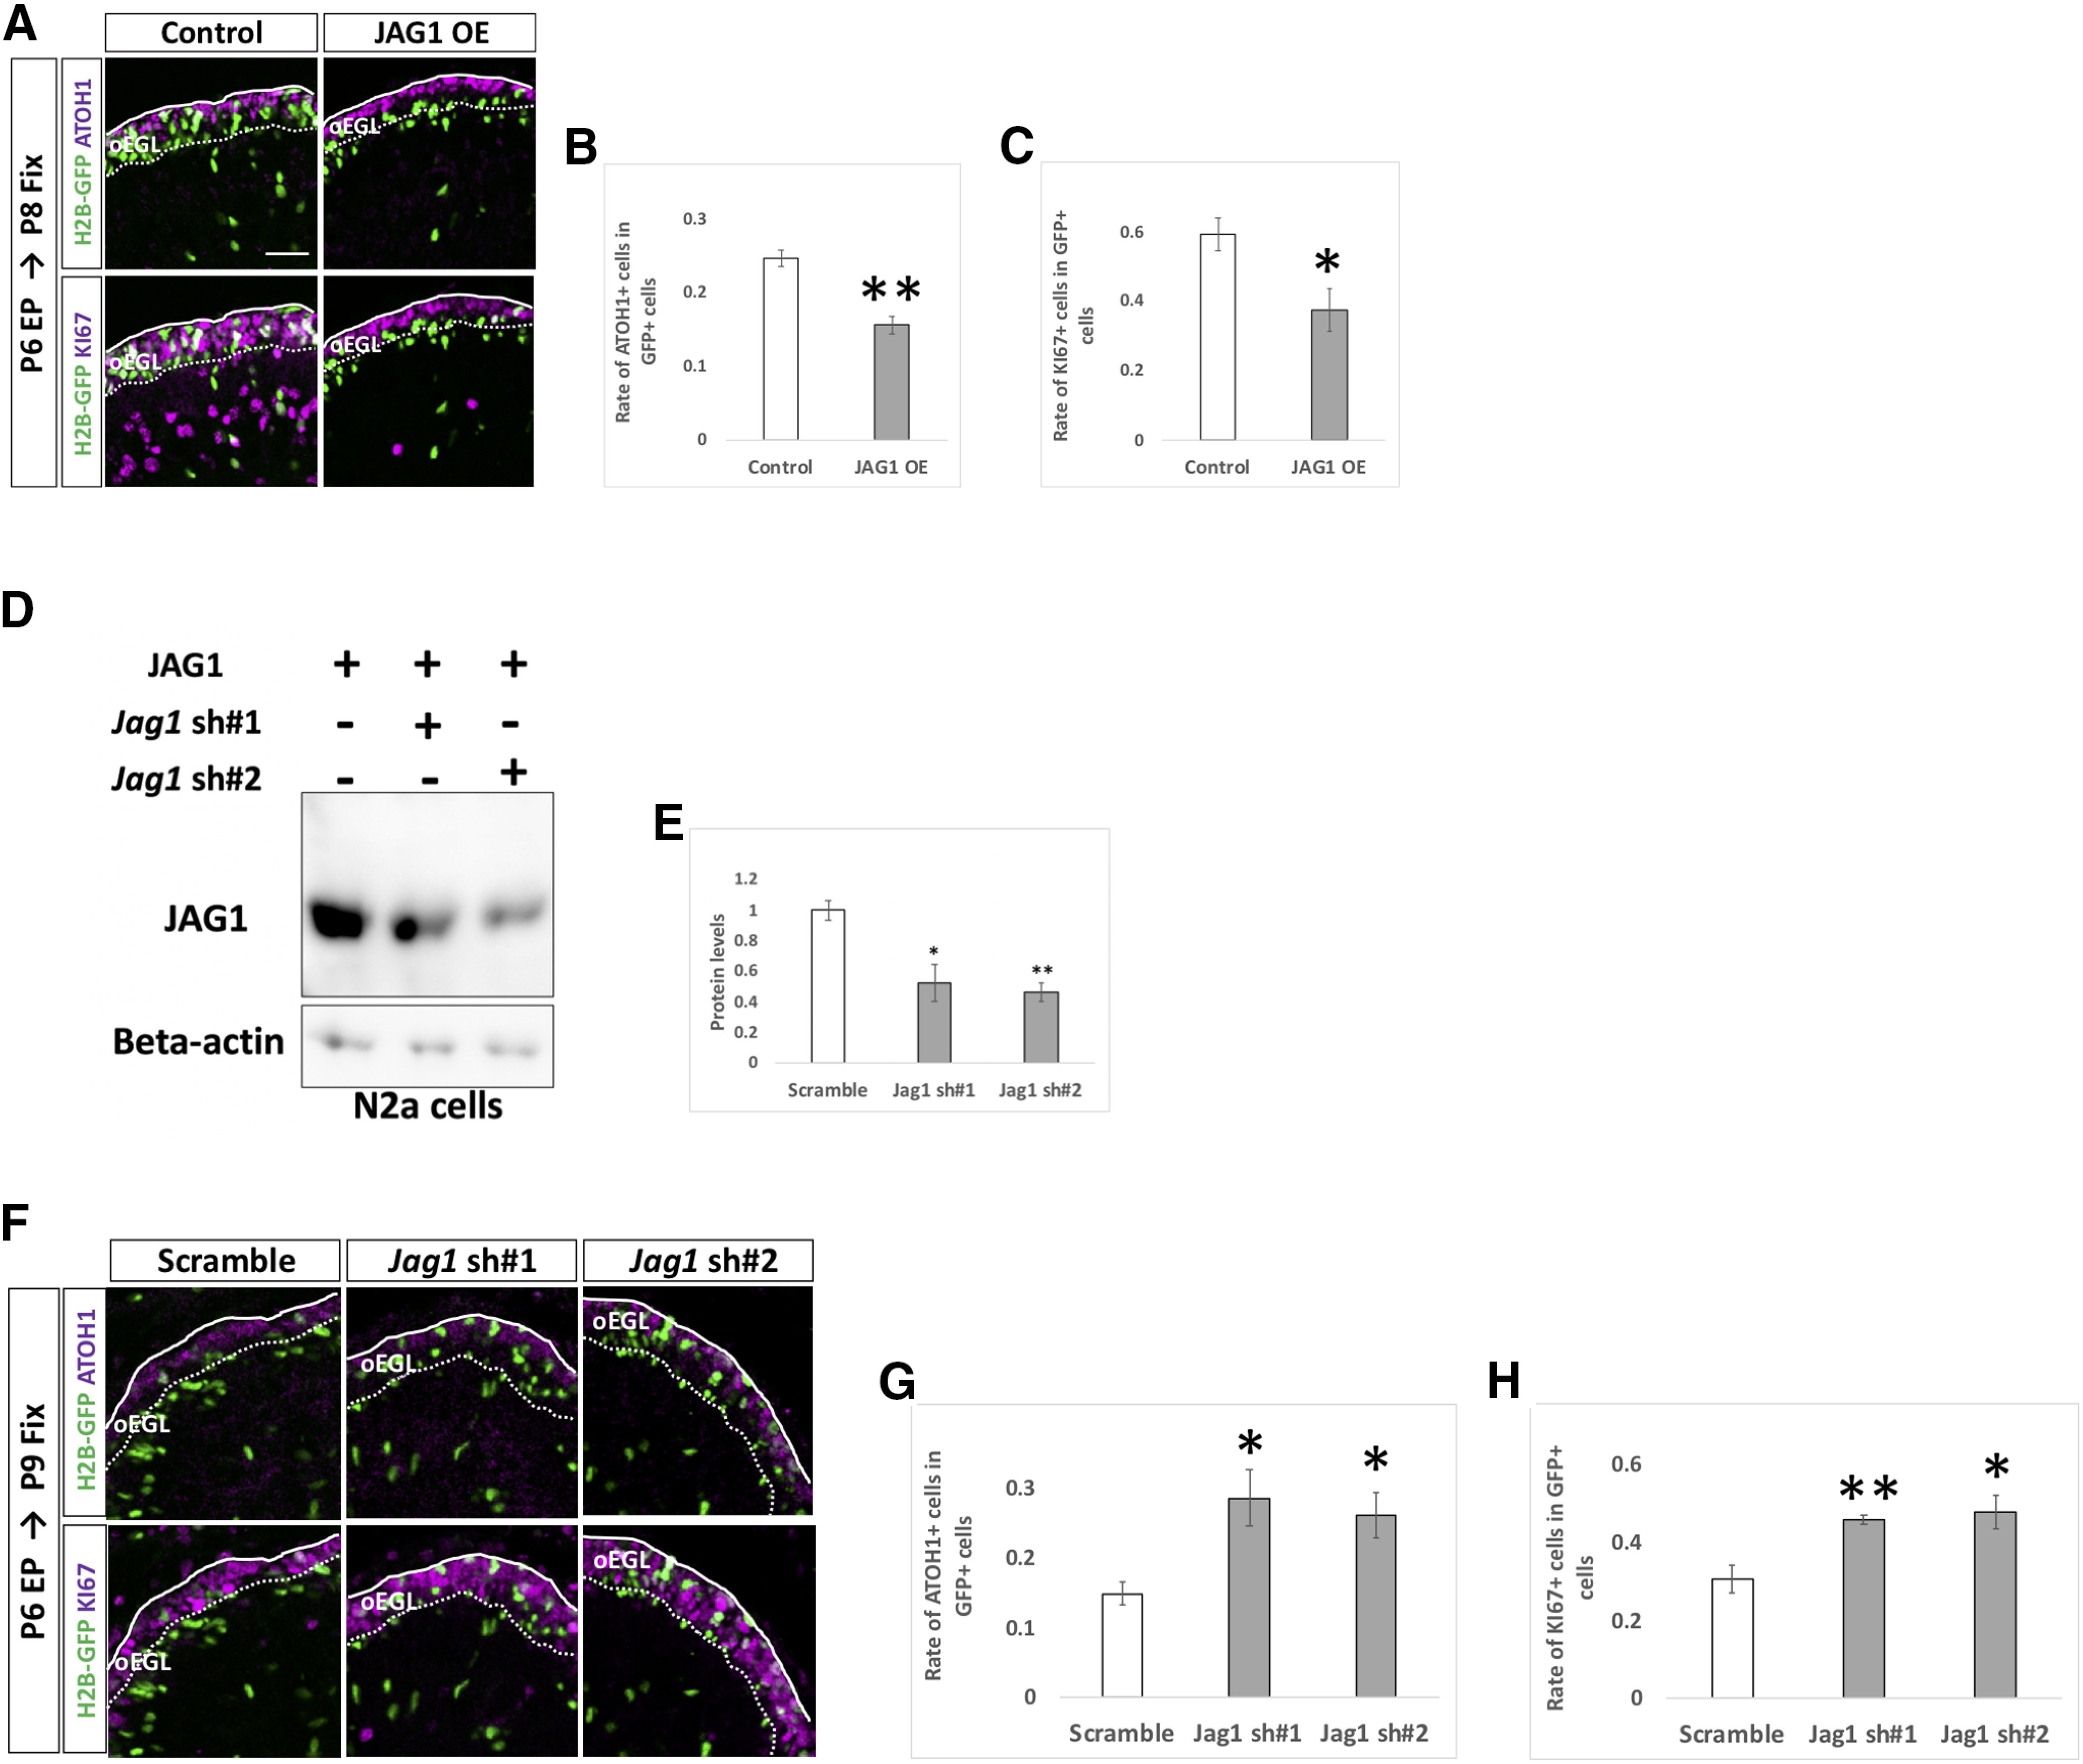
JAG1 cell autonomously promotes differentiation of GCPs. ***A–H***, Electroporation with overexpression (***A–C***) and KD (***F–H***) vectors for JAG1 plus pCAG-H2B-GFP into the P6 EGL. Electroporated cells were estimated by immunostaining for ATOH1 and KI67 at indicated developmental stages. The pCAG-empty vector (***A–C***) and Scramble (***F–H***) were used as controls. KD vectors for *Jag1* were checked the efficiency *in vitro* (***D***, ***E***). CAG-JAG1 were co-transfected with *Jag1* KD vectors to Neuro2a cells and the protein level were checked by Western blotting with JAG1 antibody (***D***, ***E***). β-Actin was used as a reference. Animal numbers: *N* = 4 for pCAG-JAG1 OE, pU6-*Jag1*-sh#1, *n* = 5 for pU6-*Jag1*-sh#2. Sample numbers: *N* = 3 for (***D***, ***E***). Scale bars: 30 μm (***A***, ***F***). Data are shown as mean ± SEM; *p < 0.05, **p < 0.01, Student’s *t* test.

It is known that, in many tissues, JAG1 acts as a ligand for Notch receptor proteins to increase Notch signaling in surrounding cells (Gomi et al., 2016). In addition, we showed that Notch signaling activity can be monitored by p*Hes1*-d2GFP in GCPs (Figs. 2*A*,*G*, 3*A*,*C*). Therefore, to test whether JAG1 increases Notch-signaling activity in surrounding cells, we performed a “double electroporation” experiment. We first electroporated JAG1 overexpression or control vector plus pCAG-H2B-BFP (nuclear localizing BFP) to P6 cerebella and performed the second electroporation with p*Hes1*-d2GFP plus pCAG-mCherry to the same cerebella at 6 h after the first electroporation. The animals were killed, and cerebella were fixed at P8. Under this experimental condition, some cells were singly transfected by the first or the second electroporation and some were doubly labeled by the both electroporations (Fig. 9*A*). Among cells transfected by the second electroporation (mCherry+ cells), the rates of doubly electroporated cells (BFP-positive cells) were not significantly different between the control and JAG1 introduced samples (Fig. 9*C*). We quantified GFP-positive cells in mCherry+ cells that had been transfected in the second electroporation but not in the first electroporation (BFP-negative). Interestingly, GFP-positivity among those cells was increased when JAG1 was introduced at the first electroporation (Fig. 9*A*,*B*). This suggests that the JAG1 expression in GCPs increases Notch-signaling activity of surrounding GCPs.

**Figure 9.**
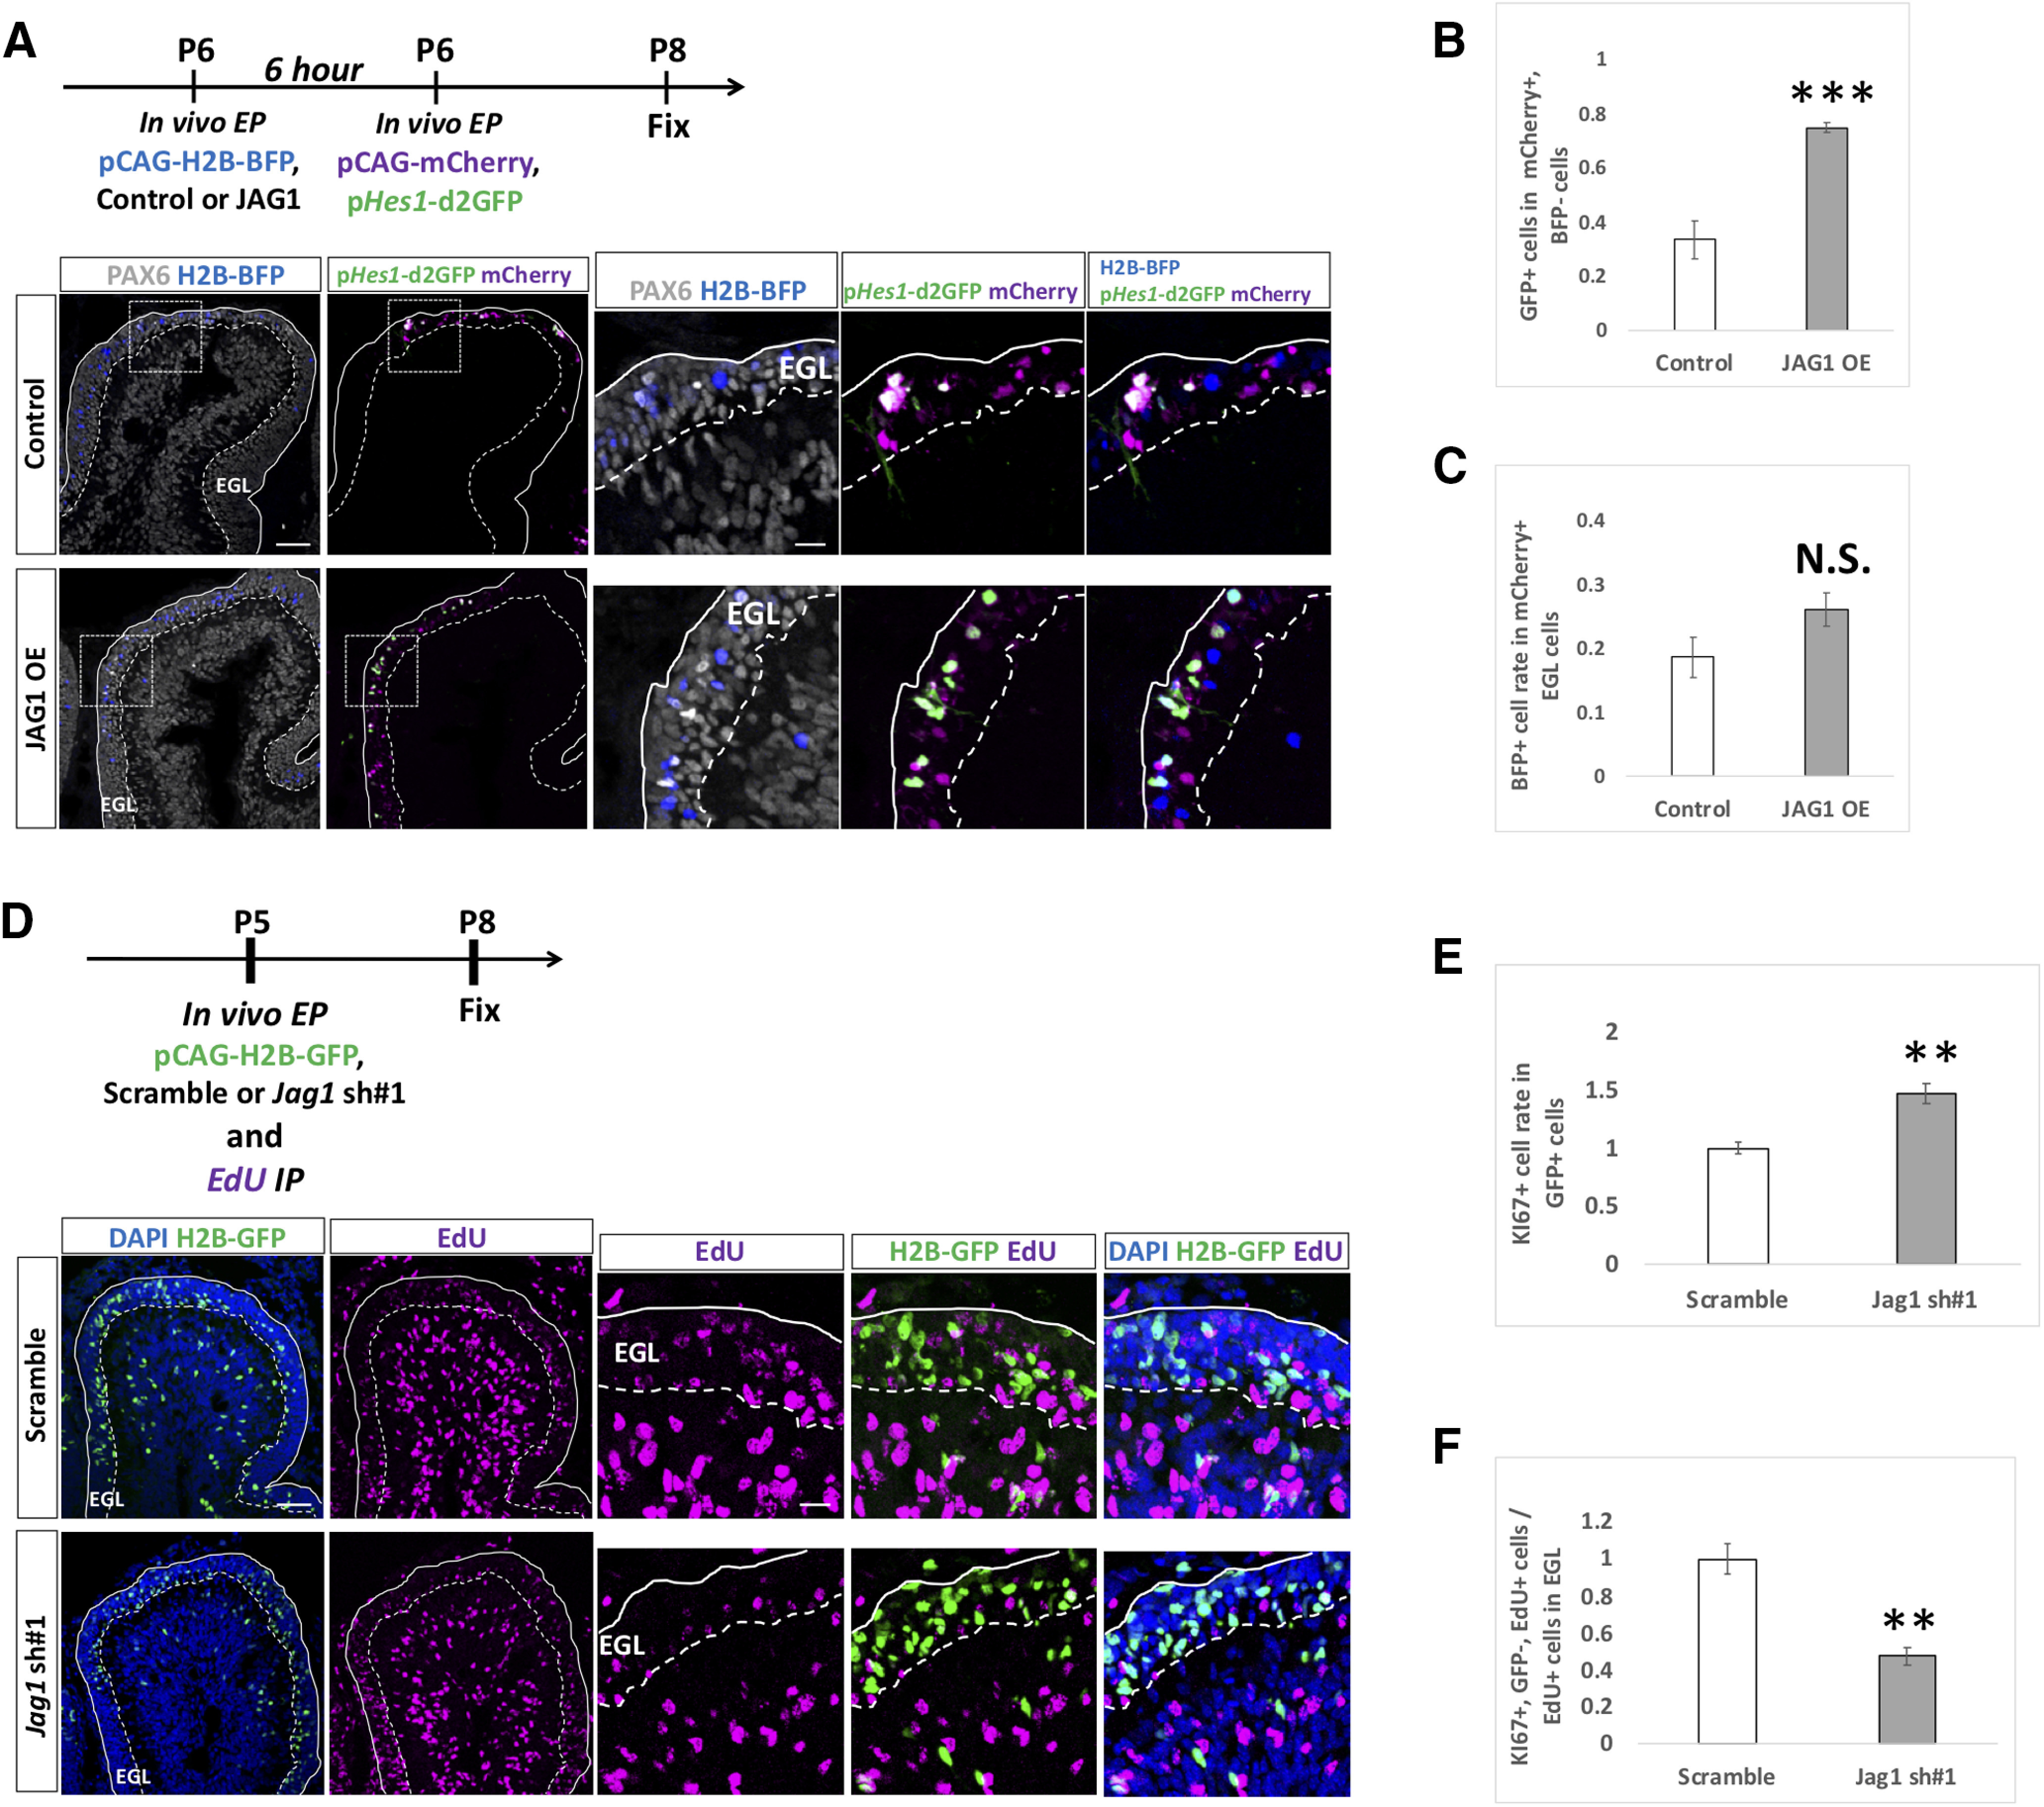
JAG1 cell non-autonomously upregulates Notch-signaling and suppresses differentiation of surrounding cells. ***A–C***, Double electroporations with a 6-h interval were performed to P6 EGL according to the indicated schedule. Rate of GFP+ cells in mCherry+ cells was drastically increased in JAG1-overexpressed (OE) mice compared with control (***A***, ***B***). Rates (20–30%) of the co-electroporated cells (BFP+ cells in mCherry+ cells) were not significantly different in control and JAG1 OE (***A***, ***C***). BFP-double positive and mCherry-double positive co-electroporated cells were excluded in the analysis of Figure 5*B*. Animal numbers: *N* = 4. Scale bars: 80 and 30 μm (***A***). ***D–F***, Electroporation with indicated vectors and intraperitoneal administration of EdU were performed in P5 mice, followed by fixation at P8. GFP+ cells were Jag1-downregulated cells and EdU+ GFP– cells were presumed neighboring cells. In the *Jag1* KD mice, the rate of GCPs in the signal sending cells were increased (***D***, ***E***). In contrast, differentiation of GCPs was accelerated in *Jag1* KD mice compared with control mice (***D***, ***F***). Animal numbers: *N* = 4. Scale bars: 80 and 30 μm (***D***). Data are shown as mean ± SEM; **p < 0.01, ***p < 0.001, Student’s *t* test.

Next, to examine the cell non-autonomous effect by KD for *Jag1*, we designed an experiment that combined electroporation and EdU-incorporation techniques. We electroporated the KD vector for *Jag1* plus pCAG-H2B-GFP in GCPs of P5 mice with a simultaneous intraperitoneal injection of EdU and then fixed the samples at P8 for immunostaining (Fig. 9*D*). In this experiment, EdU-positive/GFP-negative cells could be regarded as progeny cells of proliferative GCPs that had not been introduced with the *Jag1* KD vector at P5. Furthermore, because GFP-positive cells were observed very densely in the electroporated EGL area (Fig. 9*D*), most or many of EdU-positive/GFP-negative cells in the electroporated area are likely offspring cells of non-transfected GCPs that had a contact with *Jag1* KD GCPs. As observed in Figure 8*F–H*, KI67-positive cells were also increased in *Jag1* KD cells (GFP-positive cells) in this experiment (Fig. 9*D*,*E*). In contrast, the rate of KI67-positive cells was decreased in EdU-positive/GFP-negative cells (Fig. 9*D*,*F*). This implies that *Jag1* KD promotes differentiation of surrounding cells. Furthermore, together with the findings that JAG1 overexpression enhances Notch activity of surrounding cells (Fig. 9*A–C*) and that Notch2-Hes1-dependent Notch signaling keeps GCPs in an immature and proliferative state, this suggests that JAG1-expressing GCPs may maintain surrounding GCPs in a proliferative state via NOTCH2-HES1 pathway-dependent Notch signaling (Fig. 10*K*).

**Figure 10.**
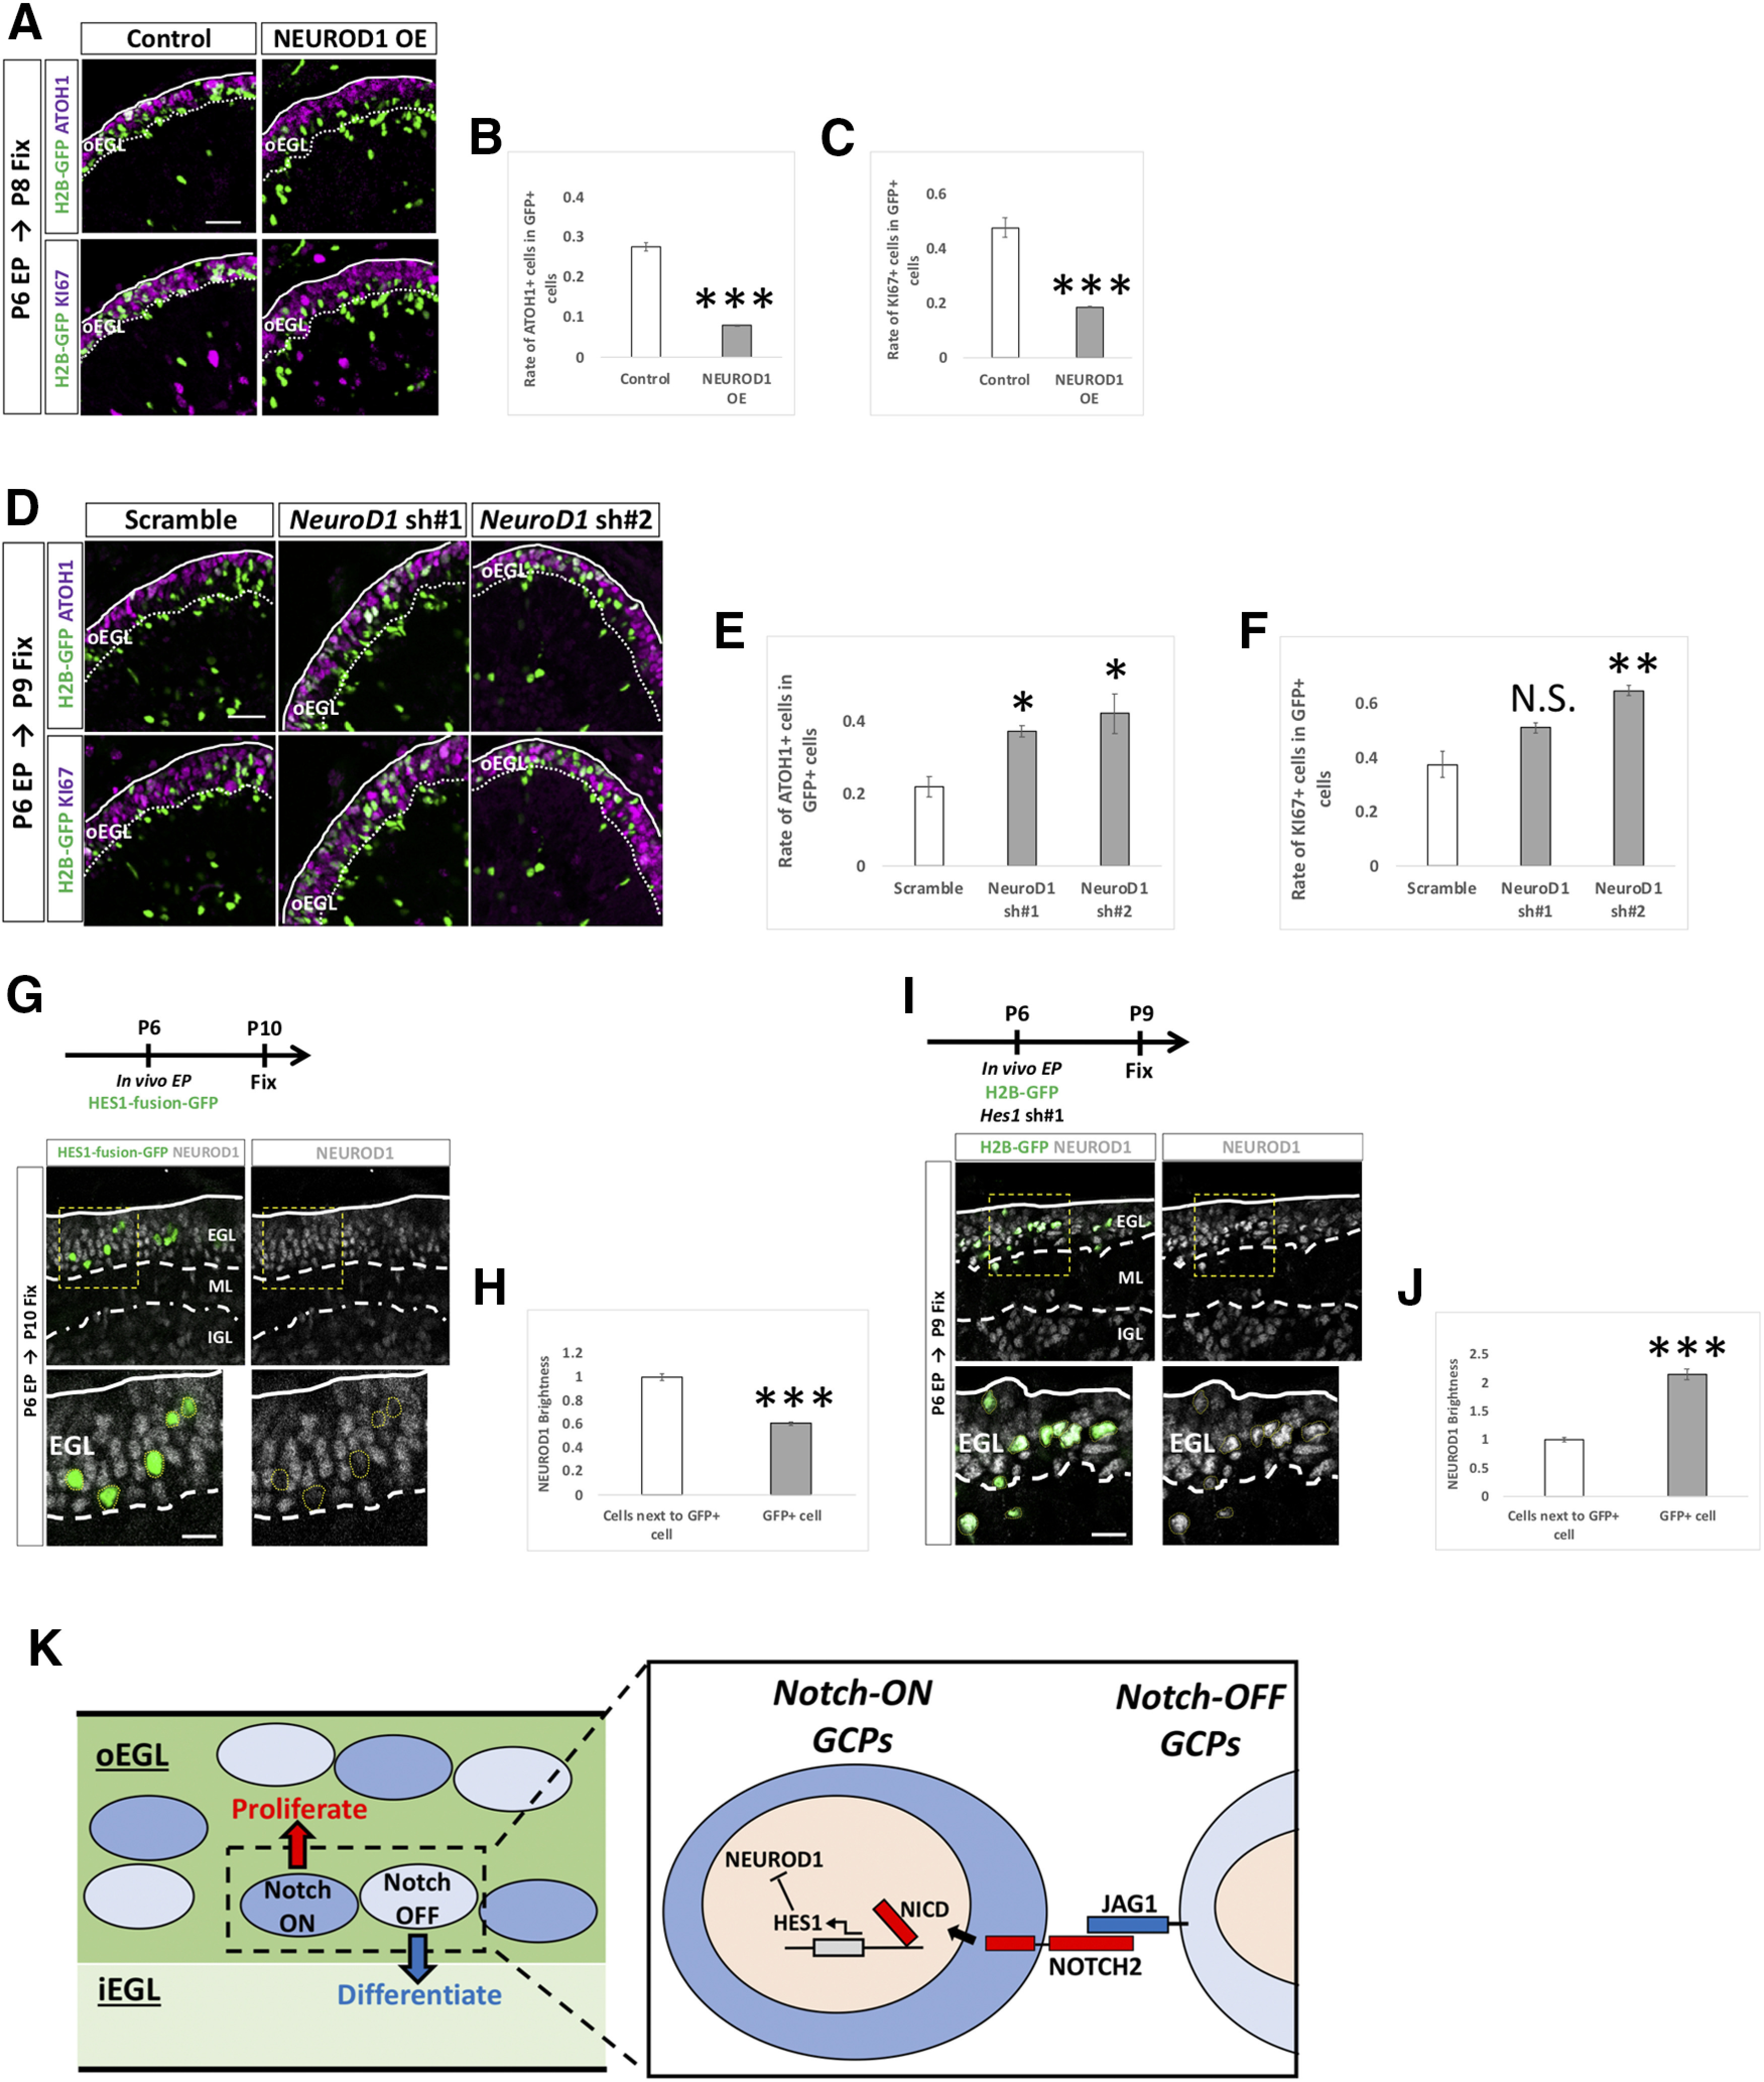
HES1 downregulates NEUROD1 in GCPs/GCs lineage. ***A–F***, Overexpression and KD vectors plus pCAG-H2B-GFP were electroporated to P6 cerebella, followed by fixation at indicated stages. Samples were immunostained with indicated antibodies and analyzed as in Figure 3E,*F*,*H*,*I*. Animal numbers: *n* = 4 for pCAG-NEUROD1 OE, pU6-*NeuroD1*-sh#1,2. Scale bars: 30 μm (***A***, ***D***). Data are shown as mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001, Student’s *t* test. ***G***, ***H***, HES1-fusion-GFP was electroporated into P6 EGL and cerebella fixed at P10 (***G***). The fluorescence intensities for NEUROD1 were estimated in transfected (GFP-positive) cells (***H***). Animal numbers: *N* = 4. Scale bars: 30 and 10 μm (***A***). ***I***, ***J***, *Hes1* KD and pCAG-H2B-GFP were co-electroporated into P6 EGL, followed by immunostaining at P9 (***I***). Immunofluorescence intensities for NEUROD1 were estimated (***I***, ***J***). Animal numbers: *N* = 4. Scale bars: 30 and 10 μm (***A***). Data are shown as mean ± SEM; ***p < 0.001, Student’s *t* test. ***K***, A schematic model for Notch signaling in GCPs. In the oEGL of the developing cerebellum, there are two types of GCPs, Notch-signaling ON (signal receiving) and OFF (signal sending) GCPs. JAG1 expressed on the signal-sending GCPs interacts with NOTCH2 on the signal-receiving GCPs. This interaction induces cleavage of NICD by a γ secretase to upregulate *Hes1* expression in the signal-receiving GCPs. HES1 suppresses expression of NEUROD1, eventually maintaining GCPs at immature and proliferative status. Signal-sending GCPs express only a small amount of HES, resulting in expression of NEUROD1 and subsequent differentiation into GCs.

### Hes1 is involved in downregulating NEUROD1 expression

It has been suggested that the transcription factor, NEUROD1, is required for differentiation of GCs in the developing cerebellum (Pan et al., 2009). Consistent with this, in our experimental conditions, overexpression of NEUROD1 significantly decreased ATOH1-positive cells and KI67-positive cells (Fig. 10*A–C*). Introduction of KD vectors for *NeuroD1* caused the opposite results to the overexpression experiment (Fig. 10*D–F*). These observations confirmed that NEUROD1 is involved in promoting the differentiation of GCPs to GCs. To investigate the relationship between Notch signaling and NEUROD1 expression, we electroporated pCAG-HES1-fusion-GFP (HES1-GFP fusion protein) into GCPs at P6 and fixed the cerebella at P10. HES1-GFP overexpression reduced the immunofluorescence signals for NEUROD1 in the EGL (Fig. 10*G*,*H*). In contrast, *Hes1* KD displayed the opposite results (Fig. 10*I*,*J*). These observations suggest that Hes1 maintains the proliferative and immature states of GCs via regulation of NEUROD1.

## Discussion

During cerebellar development, numerous GCPs, packed in the oEGL, seem to constitute a uniform population. However, the molecular regulatory machinery underlying how maternal GCPs produce proportional numbers of sister GCPs and GCs has not been well understood. In this study, we found that there are two populations of GCPs in the oEGL, Notch-signaling ON and OFF cells. The former possess more immature and proliferative characteristics, while the latter have more differentiative and less proliferative features. Expression of JAG1 in GCPs affects surrounding cells to become Notch-signaling ON cells via the Notch2-Hes1 pathway. HES1 decreases NEUROD1 expression in the ON-GCPs that eventually differentiate into GCs.

Several studies have reported that Notch-related transcripts and proteins are expressed in the postnatal cerebellum by means of RT-PCR (Solecki et al., 2001), *in situ* hybridization (Tanaka et al., 1999; Irvin et al., 2001, 2004; Solecki et al., 2001; Stump et al., 2002; Eiraku et al., 2005), and immunostaining (Tanaka and Marunouchi, 2003). However, some of the data from these studies were contradictory. This might be caused by differences of experimental conditions and/or differences in the cell population purity. In this study, we aimed to distinctly investigate the gene expression in GCPs and GCs with the hypothesis that Notch-related molecules might be differentially expressed between the two cell types. We successfully purified GCP and GC-like cells (Kutscher et al., 2020). By quantitative RT-PCR analyses as well as immunohistochemistry, our results suggest that *Notch1*, *Notch2*, *Hes1*, and *Jag1* were prominently expressed in GCPs, while *Hes5*, *Jag2*, and *Dll1* were significantly expressed in GCs. This differential expression between GCPs and GCs seems to partly explain the previous contradictory findings.

Several studies have previously reported phenotypes of knock-out (KO) mice for Notch-related genes (Eiraku et al., 2005; Weller et al., 2006; Komine et al., 2007; Hiraoka et al., 2013) during postnatal cerebellar development. Conditional KO (cKO) of *Notch1*, *Notch2*, *RBPJ*, or *Dll* in astroglial cell lineage with a GFAP-Cre line resulted in disorganized positioning and morphology of Bergmann glia (BG; Komine et al., 2007; Hiraoka et al., 2013), although GCP/GC-related phenotypes were not assessed in those reports. In cKO mice for *Jag1* in the whole cerebellum, generated by crossing with an En2-Cre line, the position and morphology of BGs were also impaired. In those mice, the EGL was abnormally retained until P20, because of the aberrant GC migration (Weller et al., 2006). However, since *Jag1* is expressed in both BGs and GCPs/GCs, it was unclear whether *Jag1* expression in BGs or GCPs/GCs were responsible for the phenotype. In this study, by *in vivo* electroporation KD experiments, we clearly showed that *Jag1* expression in GCPs is involved in GCP differentiation. Another group analyzed conventional KO mice for *Dner*, a non-canonical ligand for Notch signaling, expressed in Purkinje cells (PCs) as well as GCs in the iEGL (Eiraku et al., 2002, 2005). In the mutant cerebellum, localization and morphology of BGs are impaired, while GC migration was delayed. The authors suggest that Notch signaling via DNER on PCs and NOTCH1 on BGs might be involved in BG differentiation, although there still remains the possibility that DNER expressed in GCs are responsible for the phenotype. In another *in vitro* cell and explant culturing study, it was reported that overexpression of NOTCH2 and HES1 suppressed process extension of GCs (Solecki et al., 2001). Although this data showed the ability of these molecules to affect GC differentiation, their physiological requirement remained unknown because of the lack of loss of function experiments.

Despite these previous reports on Notch signaling molecules, Notch activity has not been detected in postnatal cerebellar development. By monitoring promoter activities, we found the presence of Hes1-dependent, but not Hes5-dependent, Notch signaling activity in GCPs of the oEGL. This is the first report to directly show the presence of Notch signaling in the cerebellar EGL. Around half of GCPs are Notch-ON GCPs, while the others are Notch-OFF GCPs. *In silico* analyses suggested that the former were more immature and proliferative, while the latter possessed opposite features. KD and overexpression experiments by electroporation showed that NOTCH2 and HES1 are cell-autonomously required for Notch activity in GCPs. On the other hand, JAG1 cell non-autonomously upregulates the Notch activities of surrounding GCPs. Despite its expression in GCPs, NOTCH1 was not involved in the Hes1-dependent Notch signaling activity. It might be possible that NOTCH1 activates different downstream Hes-family genes, such as Hey.

In early neural development, *Hes1* is known to maintain stemness of mouse neural progenitor cells (NPCs) by suppressing the expression of proneural genes, such as *Ascl1* (Achaete-scute family bHLH transcription factor 1) and *Ngn2* (Neurogenin 2; Kageyama et al., 2007). In mouse ventral telencephalon NPCs, there is oscillating expression of bHLH transcriptional genes *Hes1*, *Ascl1*, and *Olig2* (Imayoshi et al., 2013). Once the fluctuation is lost and the expression of the genes are sustained, cell fates are determined to be astrocytes, neurons or oligodendrocytes (Imayoshi et al., 2013). This oscillation system may enable creation of minor differences within a uniform cell population, and eventually generate plural cell fates. Although we do not have any direct evidence, it is possible that Notch signaling also fluctuates among cerebellar GCPs during development. However, even if this was the case, the transition from ON to OFF or OFF to ON might occur very quickly, as we can barely detect the transient state GCPs, or intermediate promoter activities for *Hes1* as visualized by p*Hes1*-d2GFP (Fig. 3*D*,*E*). In addition, since *Hes1* promoter activities were not detected in mature GCs in the IGL, Notch signaling is thought to be fixed in the OFF state after GC differentiation.

The SHH subgroup of medulloblastoma, one of the major pediatric brain tumors, is known to be derived from the GC lineage, that is, GCPs/GCs (Goodrich et al., 1997). The Eberhart group previously showed that expression of *Notch2* but not *Notch1* was upregulated in medulloblastoma compared with normal pediatric cerebella, although they did not discriminate between SHH and the other subgroups (Fan et al., 2004). They also showed that *Notch2* and *Hes1* are involved in the proliferation of medulloblastoma-derived cell line. These observations, at least in part, seem to be consistent with our finding that the Jag1-Notch2-Hes1 pathway maintains GCPs in a proliferative state by upregulating Notch signaling. Therefore, this study may provide clues to understanding the mechanisms underlying tumorigenesis or growth of medulloblastoma and to finding potential therapeutic vulnerabilities.

In this study, we first visualized Notch-signaling in GCPs. NOTCH2 and HES1 are involved in Notch-signaling to maintain GCPs in an immature and proliferative state in a cell autonomous manner. This system may generate two distinct types of GCPs, NOTCH-ON and OFF, and contribute to production of an appropriate balance of sister GCPs and GCs from mother GCPs, eventually leading to the formation of the normal cerebellum. We believe that this study gives insights into understanding the basic machinery to produce different cell types from a seemingly uniform cell population in normal cerebellar development and also the pathology of medulloblastoma.

How the deposited data were processed for this re-analysis (not part of the article)

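The re-analysis used single-cell RNA-seq of 109 cells prepared from P7 mouse cerebella. The sample labels give 6 library groups, and the paper's text does not say whether they are its batches. The authors aligned the reads to mm10 with STAR 2.4.1d, counted the reads per gene and cell with HTSeq-count 0.6.1 and deposited the raw counts, without normalization. The annotation and the strand setting of the counting step are not named in the paper's text. Columns were matched to samples by their labels. The 15973 listed genes each had a count in at least 3 cells, so genes seen in fewer cells were not analysed here. Mouse chromosome positions and overlapping genes were taken from the GENCODE annotation of GRCm38.

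Total counts ran from 15071 to 8616017 per cell. Percentages of cells are given with Wilson intervals at 95% confidence. A class without a count is given the share or the fold change that 3 counts would allow. The libraries carry no molecular identifiers, so these intervals and limits cover counting error only. All cells were kept.

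Computations were run in R 4.3.3 with Seurat 5.3.0, uwot 0.2.3, sctransform 0.4.2, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. Counts were scaled to 10000 per cell and log-transformed before clustering, which used 2000 variable genes, 10 principal components and 20 neighbours. The resolution nearest to 0.8 that gave 3 clusters was taken, or 0.8 where none did. A cluster with mean Pcna above and mean Dcx below the means of all cells was named GCP-like, and one with the reverse was named GC-like. Pcna and Dcx were therefore not tested. A GCP-like cell with at least 1 Notch2 count was Notch2-positive, as in the paper.

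For tests of single genes, raw counts were summed over the cells of a class in each library group. Low genes were removed with edgeR's filterByExpr, sums were normalized by TMM, and classes were compared with the quasi-likelihood test and Benjamini-Hochberg adjustment. As edgeR's test gives no standard error, it was taken as the absolute log2 fold change divided by the square root of the F statistic. Genes with an adjusted p-value under 0.01, the paper's threshold, were called. The text names every gene that the paper names for expression, up to 5 genes higher and 5 lower with the largest change among those called in the sums and changed the same way in every library group, and the 5 higher and 5 lower genes with the smallest adjusted p-values in DESeq2 on cells, of which 1 is left out of the text. No gene was called in the sums. Other genes in the text were chosen after their values were seen.

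Lists of genes were tested on the sums with camera at a correlation of 0.01. The 11 lists were Notch pathway genes, GC markers and GCP markers named in the paper, neuronal migration, cholesterol synthesis and SREBP, the S and G2/M lists of Seurat without Pcna, and 4 Reactome lists. The Reactome lists were those of the fgsea package, in which 74 of 74, 406 of 412, 24 of 24 and 38 of 40 identifiers matched a gene name for Signaling by NOTCH, Cell Cycle, Mitotic, Cholesterol biosynthesis and Regulation of cholesterol biosynthesis by SREBP. Notch2 was left out of the lists. The Molecular Signatures Database and DAVID, which the paper used, were not used here. Further lists of genes of other brain cell types and of other organs served as checks. None of the 8 genes of other organs was listed in the table, so that check gave no value.

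The alternatives were other clusterings (resolution 0.8, SCTransform, 20 principal components, variable genes without marker and cell cycle genes, and cells with Pcna above Dcx), a minimum of 5 counts, counts thinned to 1110182 per cell (the cell with fewer counts was left as it was), cells as the units in DESeq2 or edgeR, the number of detected genes as a covariate, DESeq2 on the sums, no filter, sums of at least 2 cells, a threshold of 0.05, a block for library groups, each library group left out in turn, and fry, camera with an estimated correlation and fgsea for the lists. The design, these alternatives and the lists of the set tests were fixed before the data were examined. Alternatives added after the values were seen were DESeq2 on cells of the clustering on 20 principal components, its likelihood ratio test, DESeq2 without replacement and without removal of outlying counts, limma-voom on the sums, and fits without GCP-like cells carrying astroglial genes or without 3 cells of unusual depth.

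To see how many genes each method called without a difference in Notch2, cells were split at random within library groups, 99 times for edgeR, 59 times for DESeq2 on cells and 29 times for DESeq2 on sums, and DESeq2 on cells was also run on splits by 39 other genes. The numbers for DESeq2 were limited by computing time, and they were raised from 12 and 8 after the first splits had been seen, with the first splits kept. Single values per library group were compared with exact two-sided sign-flip tests, and depth with permutation tests of 1e+05 resamples.

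The methods were tested on simulated data with 41 cells in the same library groups, in which 200 genes were changed 8-fold. In counts drawn from a model, edgeR on sums called 0 of 193 changed genes (94.3% had the right direction) and 0 unchanged genes. DESeq2 on cells called 30 of 200 changed and 257 unchanged genes. In counts thinned from the real cells, edgeR on sums called 1 of 176 changed and 0 unchanged genes, and DESeq2 on cells called 48 of 192 changed and 659 unchanged genes. The camera test gave p = 2.02e-24 and 6.35e-19 for lists of changed genes and p = 0.286 and 0.309 for random lists in the drawn and the thinned counts.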

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

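The tests of the cells with the most detected genes and of the astroglial genes were chosen only after the results were seen.

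In 3 sums per library group, one value lay far from the other 5 of its class. Meis1 had 1858 CPM in the Notch2-negative sum of library group 2, against 33.1 to 708 CPM in the others. Tubb3 had 2306 CPM in the Notch2-positive sum of library group 4, against 156 to 593 CPM. Atoh1 had 251 CPM in the GCP-like sum of library group 4, against 0 to 69.2 CPM. In all, 46 classes of 6 sums were examined, and chance alone gives 2.3 such values among them, so the 3 values are about what chance gives. The sums hold few cells. The Meis1 sum is of a single cell, the Tubb3 sum of 3 cells and the Atoh1 sum of 6 cells, which need not contribute equally. The largest Atoh1 count in a GCP-like cell was 3395, so 1 cell may carry much of the Atoh1 value. Without the library group concerned, the log2 fold change of Meis1 rose from 1.49 to 2.39, that of Tubb3 went from -1.67 to -2.67, and that of Atoh1 fell from 4.75 to 3.63. The library groups carry no condition, so no biological explanation was tested.

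With 13533 genes (6902230 counts, library group 5) and 12684 genes (7900211 counts, library group 2), 2 GC-like cells stood far above the 6420 genes of the next cell. Depth alone does not account for this, since the cell with the most counts (8616017) had 5339 genes. A doublet was tested by adding up pairs of other cells and thinning the sums to the depth of the first cell, which gave a median of 6508 genes and at most 8247. Sums of 50 cells gave up to 13013 and 13155 genes at the depths of the first and the second of these cells. Across genes, which are not independent replicates, their counts correlated with the sum of all other cells at a Spearman coefficient of 0.839 and 0.813, against a median of 0.486 and at most 0.562 for the other cells. Both carried counts for all 8 astroglial, all 6 oligodendrocyte and all 5 microglial genes on the lists and for 3 endothelial genes. Among the other cells, the most genes of each list found in any cell were 8, 6, 5 and 1. Apoe had 1534 and 1514 CPM and Mbp 238 and 858 CPM, and both genes also had counts in some of the other cells (30 cells for Apoe and 84 for Mbp). RNA of many cells in one library is a candidate explanation. For the second cell, sums of 50 cells had 12413 to 13155 genes, a range that holds its 12684. For the first cell they stayed below 13533. At its depth the median rose from 11192 genes in sums of 20 cells to 12762 in sums of 50, and larger sums were not tried. This shortfall therefore does not argue against RNA of many cells. No pool of cells was sequenced for comparison, so for the pair this explanation cannot be told apart from other causes. The design gives no biological condition for these cells.

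Astroglial genes, which the paper does not examine in these cells, were at 50 CPM or more for at least 5 of 8 genes in 5 cells, of which 2 were GCP-like. In these 2 cells Slc1a3 had 13147 and 7555 CPM, and Aqp4 had 1443 and 6823 CPM. Low counts of such genes are common in the preparation, as Slc1a3 had a count in 74 of the cells other than the 2 with the most genes. Both GCP-like cells were Notch2-positive (Fisher's exact test, p = 0.512). Astroglial cells as the source of Notch2 in the GCP-like class are excluded for most of it, since only 2 of 25 Notch2-positive cells carried these genes. For Hes1, 1 of the 3 GCP-like cells with a count carried the astroglial genes, against 1 of the other 38 (Fisher's exact test, p = 0.143), which is too few cells to decide. Over all 109 cells the numbers were 4 of the 6 cells with Hes1 against 1 of the rest (Fisher's exact test, p = 1.33e-05), but 2 of these 4 were the cells with the most genes. Part of the Hes1 signal in this preparation may therefore come from astroglial cells or from libraries with RNA of many cells.

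Low counts were shared within library groups. For 2216 genes whose cells with 500 or more counts all lay in one library group, a count of 1 to 5 was found in 16.8% of the other cells of that group and in 3.37% of the cells of other groups. The difference of 13.4 percentage points had the same sign in 6 of 6 library groups, from 6.71 to 19.5 points (exact two-sided sign-flip test, p = 0.03125, the smallest that 6 groups allow). This is consistent with reads carried over from other cells of the same library group, a test that had been set before the result was seen. Low expression of the same genes throughout a preparation would give a similar pattern and was not tested. The limit bears on counts of 1 to 4, which were found in 2 of the 25 Notch2-positive GCP-like cells and in 6 of the 16 cells with Jag1.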

How the results depend on the processing

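The alternatives named here as added were chosen only after the result was seen. Of the named gene and list values, 438 kept their direction and their side of the threshold under an alternative, 36 changed direction and 5 passed the threshold. For counts and main values of a comparison, 71 stayed within the limits set for them, 12 moved beyond them, 7 lost and 4 gained a call, and 2 changed direction. The cause of the changes given here was not tested unless stated.

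The number of GCP-like cells stayed between 37 and 50 across the other clusterings and fell to 20 when cells were chosen by Pcna above Dcx. The Notch2-positive share ran from 58.0% to 65.9% at 1 count and from 51.2% to 56.8% at 5 counts. The share of cells with Jag1 fell from 14.7% to 9.17% at a minimum of 5 counts, by construction of the stricter minimum.

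The number of genes called between Notch2-positive and Notch2-negative cells was 0 with edgeR under the other clusterings, Notch2 minimum, depth, filter and threshold, with cells as the units and with each library group left out. It was 442 with DESeq2 on the sums and 807 with DESeq2 on cells. With alternatives chosen after seeing the data it was 4 with limma-voom (Tspan12, Zfp407, Dhcr7 and Cenpw, named after their values were seen), 861 with DESeq2 on cells of the clustering on 20 principal components, 131 with the likelihood ratio test, 126 without replacement of outlying counts and 1581 without replacement or removal. Between GCP-like and GC-like cells it was 480 with DESeq2 on the sums and, with alternatives added after seeing the data, 3 with limma-voom (among them Calcoco1 and Pid1) and 1 without 3 cells of unusual depth (Tacc3). These genes were also named after their values were seen.

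A replicate block for library groups called 0 genes in either comparison, with 274 and 884 at an unadjusted p-value under 0.05, and gave the G2/M list an adjusted p-value of 0.000945. It moved the median log2 fold change of all genes between Notch2 classes from -0.05 to 1.33. The deviations of the sums of one library group correlated across genes by 0.0138 to 0.0524 for Notch2 and by 0.0505 to 0.112 for cell type, which is too weak to treat the sums as paired.

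Among single genes, Mki67, Sfrp1, Meis1, Rbfox3, Tubb3 and Neurod1 kept their direction between Notch2 classes under every alternative tried. Pax6 turned to -0.16 with Pcna above Dcx. Ccnd2, at -0.55, turned to 1.57 with Pcna above Dcx, 0.27 with edgeR on cells, 0.34 with detected genes as a covariate, 0.32 with sums of at least 2 cells, 0.0862 with DESeq2 on cells (the same value with the likelihood ratio test and without replacement or removal) and 0.12 on 20 principal components. Sema6a, at 0.10, turned to -0.64 with SCTransform, -0.0315 with 20 principal components, -0.45 with a minimum of 5 Notch2 counts, -0.16 with sums of at least 2 cells, -0.34 with limma-voom, -0.0447 with DESeq2 on the sums and -0.40 with DESeq2 on cells of 20 principal components. It ran from -0.20 to 0.39 across the fits that each left out one library group. Between cell types, Meis1, at 0.02, turned to -0.0420 without 3 cells of unusual depth and ran from -0.0770 to 0.27 across the fits that each left out one library group.

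For the lists, values are adjusted p-values. The G2/M list, at 0.00286, was no longer under 0.05 with fry (0.214), an estimated correlation (0.766), edgeR on cells (0.177), detected genes as a covariate (0.454) or fgsea (0.183), and ran from 0.000112 to 0.769 with each library group left out, with 0.0775 without group 4 and 0.769 without group 6. Without the filter it was smaller (2.08e-05). The Reactome list Cell Cycle, Mitotic, at 0.275, fell to 0.00970 without the filter and 0.0411 with fgsea. The S list, at 0.275, fell to 0.0100 without the filter, 0.000176 with edgeR on cells, 0.000103 with the covariate and 0.0111 with fgsea. Signaling by NOTCH ran from 0.628 to 0.971 with each library group left out and was lower in Notch2-positive cells without group 1 (0.743) or 4 (0.628). The Notch genes named in the paper turned lower with edgeR on cells (0.940) and with the covariate (0.866), where only 1 gene of the list was tested. They ran from 0.428 to 0.971 with each library group left out and were lower without group 3 (0.941) or 4 (0.747). Migration genes turned higher with fry (0.844). The cholesterol and SREBP list turned higher with fry (0.470) and fgsea (0.594), Reactome's Cholesterol biosynthesis with fry (0.624) and fgsea (0.594), and its list of regulation by SREBP with fry (0.323) and fgsea (0.977). With each library group left out, the first of these ran from 0.319 to 0.864 and the second from 0.262 to 0.971, both turning higher without group 6.

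The number of cells limits what can be said of Hes1 in Notch2-negative cells, where 0 of 16 cells still allow a share of up to 18.8%.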

Differences from the paper's values

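Of the settings compared here, those named as chosen after seeing the values were chosen only after the result was seen. The paper reports 656 differentially expressed genes between Notch2-positive and Notch2-negative GCPs, of which the paper's 582 were upregulated and the paper's 74 downregulated. With edgeR on sums per library group, 0 genes were called, with 0 upregulated and 0 downregulated, and 298 had an unadjusted p-value under 0.05. That test called 0 of 193 and 1 of 176 genes changed 8-fold in simulated data. Its 0 therefore does not argue against the paper's genes. Of the alternatives set before the data were examined, DESeq2 on cells gave 807 genes, within 1.5 times the paper's 656, with 625 upregulated against the paper's 582 and 182 downregulated against the paper's 74, the last of which did not close the gap. DESeq2 on the sums, also set before the data were examined, gave 442 genes and 88 downregulated genes, which closed the gap for these numbers, but 354 upregulated genes, which did not. The other alternatives set before the data were examined (other clusterings, a minimum of 5 Notch2 counts, thinned counts, edgeR on cells with or without a covariate, the block for library groups, no filter, larger sums, a threshold of 0.05 and each library group left out) gave 0 genes and did not close it. DESeq2 on cells of the clustering on 20 principal components, which was chosen after seeing the values, gave 861 genes with 782 upregulated and 79 downregulated, all within 1.5 times the paper's. The likelihood ratio test on cells, also chosen after seeing the values, gave 66 downregulated genes, close to the paper's 74, but 131 genes and 65 upregulated genes. Other settings chosen after seeing the values, namely limma-voom (4 genes, 4 upregulated and 0 downregulated), DESeq2 without replacement of outlying counts (126, 117 and 9), DESeq2 without replacement or removal (1581, 1090 and 491) and the fit without cells carrying astroglial genes (0), did not close the gap.

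For Signaling by NOTCH, the paper's normalized enrichment score is about 1.4 in Fig. 4G, read by eye. The paper ran the analysis on its differentially expressed genes, and the value here, which is not on the same input, was 0.953 over all ranked genes and 0.964 with 20 principal components, which did not close the gap. No other alternative set before the data were examined gave such a score.

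The paper states that genes of Notch signaling match the genes higher in Notch2-positive GCPs significantly. Here the list gave p = 0.952 with camera and p = 0.540 with fgsea, and p = 0.0139 (adjusted p = 0.0978 over 11 lists) with fry. In Fig. 4I the paper lists cell migration and cholesterol terms for the genes lower in Notch2-positive GCPs. Here the migration list was lower with p = 0.136, and the lists of cholesterol synthesis gave p = 0.293 to 0.500, while edgeR on cells gave the Reactome list Cholesterol biosynthesis an unadjusted p = 0.0164 and an adjusted p = 0.0600, also lower. In Fig. 4H the paper lists terms of cell division for the genes higher in Notch2-positive GCPs. With camera, the G2/M list was higher with an adjusted p = 0.00286. It rose above 0.05 in 7 of 13 alternatives, among them without library group 4 or 6. The S list and the Reactome list Cell Cycle, Mitotic were also higher, each with an adjusted p = 0.275. These fell under 0.05 in 4 and 2 of 13 alternatives. The paper describes the expression profiles of the classes as distinct. Here the lowest adjusted p-value of any gene was 0.669 with edgeR on the sums and 0.0458 with edgeR on cells. On the same sums it was 9.62e-05 with limma-voom, which was chosen after seeing the values, and 6.76e-20 with DESeq2. DESeq2 on cells, the paper's test, gave 9.72e-27.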

Other observations

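The tests of depth, of the edgeR calls between Notch2 classes and of both numbers of genes at an unadjusted p-value, of the cell with the fewest counts, of the random splits on 20 principal components, of the DESeq2 splits beyond the first 12 on cells and 8 on sums, and of the replacement of counts were chosen only after the result was seen.

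The number of genes that DESeq2 called on cells was set beside other splits of the same GCP-like cells. With the Notch2 split counted in, 3 of 60 splits within library groups gave 807 genes or more, a share of 0.05 that lies at the limit set for this test. The median of the random splits was 608 genes. Of 39 splits by the detection of another gene, 4 gave as many genes as the Notch2 split, but these 4 had 13 or 14 negative cells. Of the 32 splits with 15 to 19 negative cells, near the 16 of Notch2, 0 reached 807 and the highest gave 756, a comparison made after the values were seen. Whether a split on the detection of any gene gives as many genes is therefore left open, as the size of the classes cannot be told apart from it. On the clustering with 20 principal components 7 of 60 splits gave 861 genes or more, where the random splits had a median of 397 and ran from 181 to 990. DESeq2 on the sums gave as many genes as the 442 of the Notch2 split in 8 of 30 splits. By the random splits, the numbers that DESeq2 called are consistent with splits that do not depend on Notch2, although on the main clustering few random splits reached as many, and an addition from Notch2 to that number is not excluded. With edgeR on the sums, 9 of 100 splits gave as many genes as the 298 at an unadjusted p-value under 0.05. The number of called genes, 0, cannot be compared in this way, since 100 of 100 splits give at least 0. An effect of Notch2 smaller than these tests can show is not excluded, since edgeR on sums called few of the 8-fold changes in simulated data.

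Between GCP-like and GC-like cells, the 0 genes called by edgeR on the sums decide nothing, as 100 of 100 splits give at least 0. At an unadjusted p-value under 0.05, the real split gave 791 genes and the random splits at most 532, so that 1 of 100 splits, the real one, gave as many. For DESeq2 on the sums, 1 of 30 splits, again the real one, gave 480 genes or more, and the random splits gave 73 to 417. A random split of the cells is excluded as the source of these numbers. The clusters were made from the same counts, so splits at random do not test them as independent classes.

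Of the genes that DESeq2 called on cells, 77.4% were higher in Notch2-positive cells. A candidate explanation is that the larger class gathers more of the calls. In random splits of the same sizes the median share was 71.8%, and in 58 of 59 splits more than 50% of the called genes were higher in the larger class. The shares ran from 49.1% to 84.2%, a range that holds the 77.4%. Unequal class sizes can therefore give such a share without regard to Notch2. An addition from Notch2 to that share is not excluded. A difference in depth or in the number of detected genes was not detected (permutation test within library groups, p = 0.923 and p = 0.329), and with 25 and 16 cells it cannot be excluded. A biological difference between the classes was not tested apart from these.

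The size of the fitted changes was tested against DESeq2's replacement of outlying counts. Of 100 called genes with a log2 fold change beyond 10, 86 had a replaced count, and 43 stayed beyond 10 when no count was replaced, while 7 changed sign. This suggests that replacement accounts for part of these values. It does not account for the 43, whose cause was not tested.

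The G2/M list was higher in Notch2-positive sums by camera (p = 0.000260), and 20 of 100 splits within library groups gave as small a p-value for it. A chance difference in the number of dividing cells between the classes may give such a value. The S and G2/M scores per library group were higher in Notch2-positive cells in 5 of 6 groups each (exact sign-flip test, p = 0.0938 and p = 0.125). That Notch2-positive cells cycle more can neither be shown nor excluded with 6 groups. That Neurod1 is lower in Notch2-positive cells was tested in the same way (p = 0.531, higher in 2 of 6 groups), with the same limit.

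The paper proposes that signals pass between GCPs. If cells with the ligand Jag1 and cells with Notch2 were different cells, Jag1 would be rarer among Notch2-positive GCP-like cells. It was found in 5 of 25 and 4 of 16 cells (Fisher's exact test, p = 0.717), too few to decide. With a minimum of 5 counts for Jag1 the numbers were 4 of 25 and 2 of 16.

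The cell with the fewest counts (15071, library group 4) had 2771 genes. Reads carried over from other cells with no cell of its own would give as many genes as the sum of its library group, which at the same depth had 4140 to 4284 genes, so this does not account for the cell alone. Single cells thinned to that depth had 897 to 2670 genes, fewer than this cell in 106 of 106 cases, so a single cell alone does not account for it either. A cell with few reads and carried-over reads in addition stays open and was not tested.

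In cells other than the pair with the most genes, the median number of listed genes with a count was 2 of 8 for astroglia, 2 of 6 for the oligodendrocyte lineage, 0 of 5 for microglia, 0 of 3 listed endothelial genes and 1 of 6 listed genes of inhibitory neurons. The most that any of these cells held was 8, 6, 5, 1 and 5 genes of these lists.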
